# Serum Amyloid A1 Induces Classically Activated Macrophages: A Role for Enhanced Fibril Formation

**DOI:** 10.3389/fimmu.2021.691155

**Published:** 2021-06-30

**Authors:** Ann-Kathrin Gaiser, Shanna Bauer, Stephanie Ruez, Karlheinz Holzmann, Marcus Fändrich, Tatiana Syrovets, Thomas Simmet

**Keywords:** amyloidosis, macrophage polarization, M1 subset, serum amyloid A, inflammation, innate immunity

## Abstract

AA amyloidosis belongs to the group of amyloid diseases which can follow chronic inflammatory conditions of various origin. The disease is characterized by the deposition of insoluble amyloid fibrils formed by serum amyloid A1 (SAA1) leading eventually to organ failure. Macrophages are intimately involved in the fibrillogenesis as well as in the clearance of amyloid fibrils. *In vivo*, macrophages may occur as classically (M1) or alternatively activated (M2) macrophages. We investigate here how SAA1 might affect the macrophage phenotype and function. Gene microarray analysis revealed upregulation of 64 M1-associated genes by SAA1. M1-like polarization was further confirmed by the expression of the M1-marker MARCO, activation of the NF-κB transcription factor, and secretion of the M1-cytokines TNF-α, IL-6, and MCP-1. Additionally, we demonstrate here that M1-polarized macrophages exhibit enhanced fibrillogenic activity towards SAA1. Based on our data, we propose reconsideration of the currently used cellular amyloidosis models towards an *in vitro* model employing M1-polarized macrophages. Furthermore, the data suggest macrophage repolarization as potential intervention strategy in AA amyloidosis.

## Introduction

Systemic AA amyloidosis is a protein misfolding disease that is characterized by the deposition of amyloid fibrils in multiple organs. Amyloid fibrils consist of polypeptide aggregates with a cross-β structure that are deposited mainly in spleen, liver, and kidneys (1). Final consequences of amyloid deposition can be as severe as end-stage renal diseases with sometimes fatal outcomes (1). In addition, AA amyloidosis is transmissible. Mice with increased plasma SAA levels exhibited accelerated AA amyloidosis by seeding with AA fibrils from a number of other species indicating cross-species transmission, but also interspecies similarities (1).

There are three genes in humans that encode serum amyloid A (SAA) proteins (2), but only two of them, SAA1 and SAA2 are acute phase proteins meaning their expression is highly induced by inflammatory cytokines during acute phase response (1). Furthermore, only SAA1 protein that contains a more hydrophobic N-terminal region compared to other SAA isoforms is found in fibrils in systemic AA amyloidosis (2). Mouse SAA proteins are highly homologous to the corresponding human counterparts. Thus, mouse SAA1 is highly amylogenic and is often used to study AA amyloidosis *in vivo* (2–4). The major difference between human SAA proteins concerns SAA3. Thus, mouse *Saa3* product is produced by extrahepatic tissues including macrophages, whereas the human *Saa3* is a pseudogene (2). Different to SAA1, mouse SAA3 is nonamyloidogenic (2).

Physiologically, SAA1 protein with a normal serum concentration of 0.001 mg/ml may exceed more than 1 mg/ml in the acute phase response during a systemic reaction to tissue injury, infection, or trauma (5). Such elevated SAA1 plasma concentrations set the stage for the development of AA amyloidosis, especially if they remain sustained over a prolonged period of time. Hence, AA amyloidosis is often associated with chronic inflammatory conditions, such as rheumatoid arthritis (1). The mechanism of amyloid fibril formation is still not completely understood but macrophages critically contribute to amyloid formation *in vivo* (6). *In vitro* analysis of both, mouse and human macrophages, supported their role in amyloidogenesis (1). Yet, macrophages are also involved in the clearance of amyloid fibrils (7). Whether macrophages promote or prevent amyloid formation depends on the SAA1 load and its binding to HDL, as well as several other factors, such as the macrophage general metabolic activity (3, 7, 8). However, the complex biology of macrophages has largely been neglected when studying the formation of amyloid deposits.

Macrophages represent a very heterogeneous cell population with various subsets fulfilling diverse functions. On the one hand, proinflammatory classically activated M1 macrophages produce chemokines and cytokines for the recruitment and activation of immune effector cells as well as for the polarization of T helper cells. On the other hand, upon resolution of the infection, the anti-inflammatory alternatively activated M2 subset regulates the immune response and promotes wound healing. In addition to these main categories, the M2 macrophage subset comprises a panel of different cell populations designated M2a, M2b, M2c, and M2d. *In vivo*, macrophages might occur as intermediates of these extremes and macrophage polarization towards either one of those subsets is not a definite step but a plastic and reversible process (9, 10).

Macrophages are not only crucially involved in the biogenesis of amyloid fibrils but might also be affected by SAA1. Few studies have addressed the effect of SAA1 on macrophage polarization, all describing a shift towards the M2 (11) or, more specifically, to the M2b subset characterized by the secretion of proinflammatory cytokines combined with anti-inflammatory IL-10 production and a lack of IL-12 formation (12). However, in most studies mouse macrophages or monocytic leukemia cell lines were exposed to hybrid hSAA1 or hSAA2 molecules not found in nature or to human recombinant SAA1 containing an N-terminal methionine and two amino acid substitutions in its sequence. Such preparations have been shown to induce cellular effects different to those induced by native human SAA1 (13). Moreover, in studies reporting a M2-polarizing effect of SAA1, rather low SAA concentrations of about 0.006 mg/ml were used (11, 12), concentrations found under physiologic, non-inflammatory conditions (5).

In the present study we have analyzed the effects of mouse recombinant SAA1 (previous nomenclature SAA2) devoid of LPS and exhibiting the correct primary structure (3) at a concentration commonly observed during an acute phase on primary peritoneal mouse macrophages to optimally reflect the physiology of amyloidogenesis.

## Materials and Methods

### Reagents and Equipment

LPS from the *E. coli* strain O55:B5 and polymyxin B were obtained from Sigma-Aldrich (Steinheim, Germany), staurosporine from Alexis Biochemicals (San Diego, CA). Premium grade mouse IFN−*γ*, and mouse IL-4 were from Miltenyi Biotec (Bergisch Gladbach, Germany).

### Cell Culture

Experiments were conducted with murine peritoneal macrophages, the murine macrophage cell line J774A.1 (ACC 170; DSMZ, German Collection of Microorganisms and Cell Cultures, Braunschweig, Germany), or the murine NF-κB-SEAP & IRF-Luc J774-Dual^™^ cells (j774d-nfis; Invivogen, San Diego, CA). All animal work was conducted in accordance with the institutional and European guidelines and approved by the Animal Welfare and Ethical Review Board. Resting peritoneal cells were isolated from the abdominal cavity of euthanized NMRI mice (Charles River Laboratories, Bad Könighofen, Germany) of 8-10 weeks (14). Peritoneal cells were collected with ice-cold PBS, transferred to 6-well plates (Corning, Vineland, NJ) at 5 × 10^6^ cells/well in DMEM/F12 GlutaMAX, 10% heat-inactivated FCS, 10 mM L-glutamine, and penicillin/streptomycin, and were allowed to adhere for 4 h at 37°C. Non-adherent cells were removed by washing with pre-warmed PBS. Expression of macrophage markers was analyzed in all peritoneal lavage cells and in macrophages purified by adhesion. As required, purified macrophages were scraped and seeded at 1 × 10^5^ cells/cm^2^. On day 2 post-isolation, purified macrophages were either left untreated (M0), treated with SAA1, or polarized with LPS O55:B5 (100 ng/ml) and IFN-*γ* (20 ng/ml) to the M1-like phenotype or with IL-4 (20 ng/ml) to the M2-like phenotype for additional 24 h (15–17). The J774A.1 macrophage cell line was cultured in DMEM containing 4 mM L-glutamine, 10% heat-inactivated FCS, 1 mM pyruvate, and penicillin/streptomycin and used at a density of 10^4^ cells/cm^2^. J774-Dual™ cells were cultured in DMEM containing 2 mM L-glutamine, 10% heat-inactivated FCS, 1 mM pyruvate, 4.5 g/l glucose, penicillin/streptomycin, and the antibiotics blasticidin and zeozin for selection.

### Preparation of SAA1

Murine full-length SAA1.1 protein was recombinantly expressed in *Escherichia coli* RV308 cells (3). Residual trifluoroacetate from the purification was removed by filtration through a 3-kDa membrane filter. Recombinantly expressed SAA1 is soluble and lacks the amyloid structure as shown by weak interaction with amyloid binding dyes, such as thioflavin T or Congo red (3). The SAA1 batches used did not contain any relevant levels of endotoxin (< 0.2 EU/mg SAA1 protein) as assessed by EndoLISA^®^ (Hyglos, Bernried, Germany). Alexa Fluor^®^ 488-labeled SAA1 (SAA1-AF488) was prepared with the Alexa Fluor 488 Microscale Protein Labeling Kit^®^ using 3.8 µl of the Alexa Fluor^®^ 488 TFP ester solution to label 100 µg SAA1 protein according to the manufacturer’s instructions.

### Cellular Metabolic Activity

Cellular metabolic activity as a measure for cellular viability, was analyzed by the RealTime-Glo™ MT Cell Viability Assay (Promega Corporation, Walldorf, Germany). Metabolically active cells reduce the prosubstrate to a NanoLuc^®^ luciferase substrate allowing for rapid detection of cell viability. Luminescence measurements were performed using the Tecan plate reader Infinite M1000 Pro (Tecan, Männedorf, Switzerland).

### Microarray‐Based Gene Expression Analysis

Resting peritoneal macrophages (day 2 post-isolation) were treated with 50 µM SAA1 or the corresponding amount of Ampuwa (LPS-free H_2_O) for 6 h or 24 h (n = 3 per group). Cells were rinsed with ice-cold PBS and harvested by scraping. Cells were spun down by centrifugation, supernatant was discarded, and the cell pellets were frozen in liquid nitrogen and stored at -80°C until RNA isolation was performed. RNA was isolated and the RNA integrity number (RIN) determined using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). Samples with a RIN of ≥ 9.1 were used. Following RNA (200 ng) reverse transcription, amplification, and labeling, ssDNA was hybridized to Affymetrix^®^ Mouse Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA). Microarray analyses were performed using 5.5 μg ssDNA per hybridization in a GeneChip^®^ Fluidics Station 450 and scanned using a GeneChip^®^ scanner 3000 (both Affymetrix). Images were analyzed using Affymetrix Expression Console^®^ Software and BRB‐Array Tools (http://linus.nci.nih.gov/BRB-ArrayTools.html). Raw feature data were normalized and log_2_ intensity expression summary values for each probe set were calculated using the Robust Multi-array Average (RMA) method. Filtering: Genes showing minimal variation across the set of arrays were excluded from the analysis. Genes whose expression differed by at least 1.5 fold from the median in at least 20% of the arrays were retained. Class comparison: Genes were identified as differentially expressed among the two groups using a two sided *t*-test. Genes were considered statistically significant when their *p*-value was less than 0.05 [Benjamini–Hochberg false discovery rate, FDR < 0.1 (18)] and displayed a fold change between the two groups of at least 2-fold. Complete microarray data are available at Gene Expression Omnibus (GEO accession number: GSE155278).

### Characterization of Surface Markers by Flow Cytometry

Freshly isolated peritoneal cells or purified peritoneal macrophages and J774A.1 cells treated as described above, were harvested by scraping and stained with anti-F4/80 (Miltenyi Biotec, Bergisch Gladbach, Germany), anti-CD11b (Bio-Rad Laboratories, Feldkirchen, Germany), anti-MARCO (R&D Systems, Wiesbaden-Nordenstadt, Germany), anti-CD38 (BD Biosciences, San Jose, CA), anti-CD206 (BD Biosciences), or respective isotype controls for 20 min at 4°C. Flow cytometry was conducted on a FACSVerse instrument (BD Biosciences) and analysis was performed using FlowJo software (Ashland, OR).

### Microscopy

Bright field images of peritoneal and J774A.1 macrophages were taken in the DIC channel at the indicated time points after polarization using an Eclipse Ti-E fluorescence microscope (Nikon, Tokyo, Japan). For fluorescence microscopy, peritoneal macrophages were plated on Falcon 8-well culture slides (Corning) at a density of 10^5^ cells/cm^2^. Cell staining was performed on day 2 post-isolation using anti-F4/80 (Miltenyi Biotec), anti-CD11b (Bio-Rad Laboratories), or respective isotype controls for 15 min at 4°C. Samples were fixed with paraformaldehyde and mounted in Vectashield^®^ mounting medium with DAPI (Vector Laboratories, Burlingame, CA). Images were acquired in the DAPI, FITC, and PE channels using an Eclipse Ti-E fluorescence microscope (Nikon).

### Cellular Uptake of SAA1

The uptake of SAA1 by peritoneal macrophages was analyzed by flow cytometry and fluorescence microscopy. Cells were treated on day 2 post-isolation with 49 µM SAA1 and 1 µM SAA1-AF488 for up to 24 h. For flow cytometric analysis, cells were treated at the respective time points with Trypsin/EDTA for 5 min at 37°C to remove extracellularly bound protein. Intracellular SAA1 was analyzed flow cytometrically in the FITC channel. For fluorescence microscopy, cells were seeded in 8 well slides with 180 µm-thin hydrophilic µ-bottom (Ibidi, Gräfelfing, Deutschland). Images were taken in the FITC and DIC channel at the indicated time points.

### Quantification of Cytokines in Cell Culture Supernatants

Secretion of TNF-α, IL-6, MCP-1, IFN-*γ*, IL-12p70, and IL-10 cytokines was analyzed with the mouse inflammation cytometric bead array (CBA, BD Biosciences) by flow cytometry according to the manufacturer’s protocol. Cytokine concentrations were calculated using the FCAP Array Software (BD Biosciences). In addition, to validate the absence of IL-10 secretion, cell culture supernatants were analyzed by ELISA using the mouse IL-10 DuoSet ELISA (R&D Systems Inc.).

### Determination of NO Levels

The levels of reactive nitrogen species in the cell culture supernatant of stimulated cells was assessed using the Nitrate/Nitrite Fluorometric Assay Kit (Cayman Chemical, Ann Arbor, MI).

### Analysis of NF-κB and IRF Activation

Murine NF-κB-SEAP/IRF-Luc J774-Dual™ cells (InvivoGen, San Diego, CA) were seeded in triplicates at 5,600 cells/well in a 96-well plate and either treated with 50 µM SAA1, maintained as M0 macrophages, or polarized towards M1- or M2-like subsets by treatment with 100 ng/ml LPS O55:B5 plus 20 µg/ml IFN-*γ* or 20 µg/ml IL-4, respectively. After 24 h, activation of NF-κB and IRF were assessed by the addition of cell culture supernatant to the QUANTI-Blue detection reagent or luciferin substrate, respectively. The color reaction was allowed to proceed for 1 h before absorbance was measured at 620 nm.

### Congo Red and Thioflavin T Staining

Peritoneal macrophages were plated on glass cover slips (Thermo Fisher Scientific, Waltham, MA) at a density of 10^5^ cells/cm^2^. On day 2 post-isolation, SAA1 was added in fresh medium to a final concentration of 25 or 50 µM. Congo red staining was performed after 6 and 24 h. J774A.1 cells were seeded in Falcon 8-well culture slides for Congo red staining and black 96-well plates for thioflavin T (ThT) staining at a density of 10^4^ cells/cm^2^. One day after seeding, cells were polarized to M0, M1 (LPS/IFN-γ), and M2 (IL-4) subsets as described above. For Congo red staining, SAA1 was added once, 24 h after addition of polarization stimuli, in fresh medium to a final concentration of 50 µM. Congo red staining was performed 72 h after addition of SAA1 (19). Cells were heat-fixed and treated with ice-cold methanol for 10 min. Cells were first counterstained with Mayer’s hematoxylin solution for 60 s and washed five times with fresh tap water for a total of 15 min. Slides were then treated with working solution (80% ethanol, 1% NaCl, and freshly added 0.01% NaOH) for 20 min and stained with 0.2% Congo red in working solution for 20 min. Slides were rinsed two times for 10 s with 100% ethanol. To remove all water drops, slides were dipped three times in Neo-Clear^®^. After drying, slides were sealed with Neo-mount^®^ and analyzed with polarized light using an Eclipse Ti-E fluorescence microscope. For quantitative analysis of amyloid formation by ThT staining, SAA1 was added three times; on day 1 (24 h), day 3 (72 h), and day 5 (120 h) post-polarization. Each time, SAA1 was given in fresh medium containing the respective polarization stimuli to a final concentration of 50 µM. Forty-eight hours after the last addition of SAA1, cells were washed once with PBS and fixed in ice-cold methanol for 10 min at 4°C. Amyloid fibrils were stained with 12.5 µM ThT in PBS at room temperature in the dark and after a final wash with PBS, ThT fluorescence was assessed using a Tecan plate reader Infinite M1000 Pro (excitation: 450 ± 10 nm, emission: 490 ± 10 nm, well scanning mode).

### Statistical Analysis

SigmaPlot software (Systat Software, San Jose, CA) was used for all statistical analyses. Analysis of data was performed using the one-way ANOVA followed by Newman-Keuls or Dunnett’s test for multigroup comparisons, Student’s t-test for 2 groups. *P*-values are indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001.

## Results

### SAA1 Uptake by Macrophages

A rigorous approach to investigate SAA1-induced changes of gene expression is by using DNA microarrays and primary cells. Accordingly, primary peritoneal macrophages were isolated from NMRI mice and identified by CD11b and F4/80 expression (20). Flow cytometric analysis revealed an average of 67% macrophages in peritoneal cells and purification by adherence led to 91% macrophages (**Supplementary Figure S1A**). Expression of macrophage markers was additionally confirmed on day 2 post-isolation by fluorescence microscopy (**Supplementary Figure S1B**). Primary peritoneal macrophages maintained their adherent phenotype for at least 72 h after isolation and no cell death was detected within this time frame (**Supplementary Figure S1C**). Instead, a continuous accumulation of a luciferase substrate produced by live cells was observed (**Supplementary Figure S1D**).

Murine SAA1 was recombinantly expressed and subsequently purified (for sequence see **Supplementary Figure S2A**). Endotoxin levels in all SAA1 charges were below 0.2 EU/mg protein or 0.01 ng LPS (O55:B5)/mg protein (**Supplementary Figure S2B**), whereas LPS concentrations equal or higher to 0.1 ng/ml, only, activated TNF-α production by murine peritoneal macrophages (**Supplementary Figure S2C**). Thus, at a final concentration of 50 µM (0.58 mg/ml) SAA1 used to stimulate macrophages, endotoxin levels < 0.0058 ng/ml are far below the threshold necessary to activate macrophages. SAA1 did not impair viability of peritoneal macrophages at concentrations up to 50 µM (0.58 mg/ml) (**Supplementary Figure S2D**). SAA1 even increased macrophage metabolic activity at 5 – 50 µM compared to control-treated cells as analyzed by accumulation of luciferase substrate by metabolically active cells (**Figure 1A** and **Supplementary Figure S2D**). Whereas the LPS-induced increase in macrophage metabolic activity was abrogated in the presence of polymyxin B, an antibiotic that binds and neutralizes LPS, the SAA1-induced effects remained unaffected by the addition of polymyxin B (**Supplementary Figure S2D**) clearly indicating that the macrophage stimulation was induced by SAA1.

**Figure 1:**
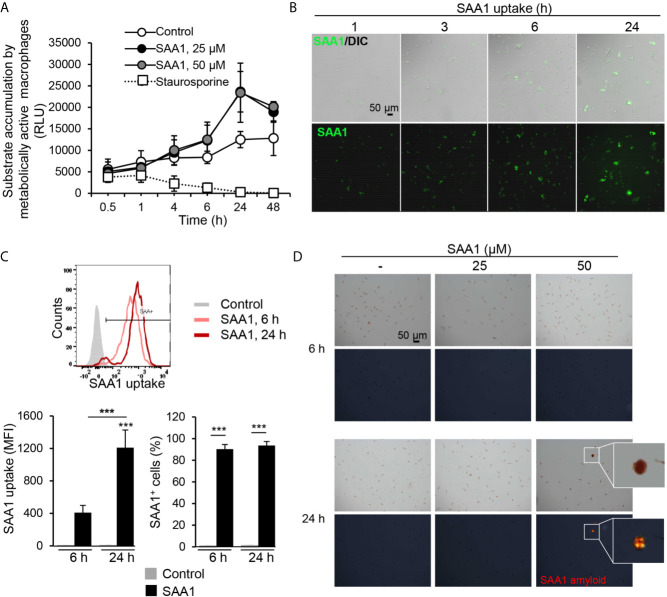
SAA1 uptake by mouse peritoneal macrophages. Peritoneal macrophages were treated with the indicated concentrations of SAA1 for up to 48 h. **(A)** SAA1 treatment does not compromise macrophage viability. Cell metabolic activity was assessed by RealTime-Glo™ MT Cell Viability Assay. Control - vehicle-treated cells. As positive control, cells were treated with 1 µM staurosporine instead of SAA1 (n = 3, mean ± SEM). **(B)** Uptake of SAA1-AF488 (50 µM) as assessed by fluorescence microscopy (magnification 200x). DIC, differential interference contrast microscopy. **(C)** Uptake of SAA1-AF488 (50 µM) as assessed by flow cytometry. The SAA1 uptake graph shows the median amount of SAA1 internalized by a single cell. The right graph shows the number of cells which had internalized SAA1, SAA1-positive cells. Representative images and graphs of the indicated time points are shown (n = 3, mean ± SEM, ***p < 0.001 as analyzed ANOVA followed by Newman-Keuls test). Control - vehicle-treated cells. **(D)** Analysis of SAA1 amyloid formation. Macrophages treated with the indicated concentrations of SAA1 for 6 or 24 h were stained with Congo red and birefringence of amyloid structures was examined using polarized light microscopy. Upper panels - bright light images, lower panels - Congo red birefringence (marked with white square). Representative images are shown. Original magnification 200x.

For DNA microarray analysis, peritoneal macrophages were treated with 50 µM (0.58 mg/ml) SAA1, a concentration commonly reached in plasma during an acute phase response (5). Treatment of peritoneal macrophages with fluorescently-labeled SAA1 led to its rapid cellular uptake, as shown by fluorescence microscopy as early as 1 h after SAA1 addition and also by flow cytometry (**Figures 1B, C** **)**. Already after 6 h of treatment, more than 90% of the cells were SAA1-positive, but after the 24 h, the amount of ingested SAA1 had further increased by approximately 3-times. SAA1 staining with the amyloid-binding dye Congo red revealed first appearance of amyloid structures at 24 h, whereas no amyloid deposits were detected at earlier time points (**Figure 1D** and **Supplementary Figure S3**).

### SAA1 Induces M1-Like Gene Expression in Macrophages

Based on the time course of SAA1 uptake and amyloid formation, we selected 6 h as an early time point, when the initiated signaling is mediated by soluble SAA1, and 24 h as a later one, when amyloid formation has occurred and changes in gene expression might be influenced by SAA1-derived fibrils. Hence, peritoneal macrophages were treated with SAA1 for 6 and 24 h and gene expression was analyzed on the Affymetrix GeneChip mouse gene 2.0 ST array. 

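The arrays cover 4 groups of resting peritoneal macrophages from NMRI mice, an outbred mouse stock, with 3 arrays per group and 12 in all. Cells received 50 µM (0.58 mg/ml) of recombinant mouse SAA1, an acute-phase protein, or the matching volume of LPS-free water, 5.8% of the medium, for 6 or 24 h. The labels call the 3 samples of a group biological replicates but do not say whether they came from separate mice, so that p-values measure the spread between these samples. The authors normalized the scanned arrays by Robust Multi-array Average (RMA), and the deposited table holds a log2 value for each probe set on each array. The median log2 value per array lay between 5.548 and 5.629. Arrays of the same group differed by a root mean square of 0.30 to 0.43 on the log2 scale over all probe sets, with correlations of 0.978 to 0.990, and no pair was identical. A single gene symbol was assigned to 23521 probe sets, several symbols to 1814 and none to 16000, while 10 were named only through the supplementary tables; genes are named only from probe sets with 1 symbol. Following the methods, 4807 probe sets were kept that differed by at least 1.5-fold from their median in at least 20% of the arrays, here 3 or more of 12. SAA1-treated and control cultures of each time were then compared with limma, with 1 mean per group and a shared estimate of the spread over all 12 arrays, in place of the methods' test because each group has 3 arrays. A probe set was called changed at an unadjusted p under 0.05, a Benjamini-Hochberg adjusted p under 0.1 over the kept probe sets and a difference of at least 2-fold.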

Volcano plots for each time point illustrate that numerous genes are differentially influenced by SAA1 (**Figure 2A**). 

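Among named genes for which every SAA1 array lay beyond every control array, the largest rise at 6 h was that of Cxcl3, a chemokine that attracts neutrophils, from a mean log2 value of 4.46 ± 0.51 (SD, n = 3) in control cultures to 11.24 ± 0.47 (SD, n = 3) with SAA1, a difference of at least 110-fold. Acod1, the enzyme that makes itaconate, rose 36.2-fold at 6 h (log2 fold change 5.18, standard error 0.28, adjusted p = 2.3e-08 from limma). The largest fall at 6 h was that of Fam214a, from 9.48 ± 0.15 to 4.83 ± 0.42 (SD, n = 3 each). Hpgd, which inactivates prostaglandins, had a log2 fold change of -3.85 at 6 h (standard error 0.29, adjusted p = 2.6e-07), and Rgs2, a regulator of G-protein signalling, one of -3.67 (standard error 0.20, adjusted p = 2.2e-08). At 24 h, Ly6i, a member of the Ly6 family of surface proteins, rose most, from 5.72 ± 0.43 to 11.10 ± 0.18 (SD, n = 3 each), or 41.5-fold. The adhesion receptor gene Adgre4 rose 34.2-fold and Serpinb2, an inhibitor of plasminogen activators, 19.4-fold at that time. Mamdc2 fell most at 24 h, from 10.43 ± 0.14 to 5.48 ± 0.35 (SD, n = 3 each), followed by Postn, which encodes the matrix protein periostin, with a log2 fold change of -4.14 (standard error 0.19, adjusted p = 3.7e-08). In the control cultures alone, Mamdc2 was higher at 24 h than at 6 h, with a log2 difference of 1.66, a call lost by the methods' t-test (adjusted p = 0.136). In all, 2020 probe sets changed at 6 h, at 24 h or at both. Means under the array median, such as those of Cxcl3 in control cultures and of Fam214a with SAA1, are not known to lie above background, so that folds over them are lower bounds and the order of the largest changes is that of the measured values. For a single gene, 3 arrays against 3 cannot give an exact permutation p below 0.1, so that each adjusted p rests on limma's shared estimate of the spread.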

The DNA microarray revealed a total number of 1,647 probe sets that exhibited a change in gene expression of 2-fold and higher and a *p* value ≤ 0.05 (FDR < 0.1). Of those, 1,329 probe sets were changed after 6 h of treatment and 808 at 24 h of treatment with an overlap of 490 probe sets changed at both time points (**Figure 2B**). 

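At 6 h, 890 of the 4807 probe sets rose and 740 fell with SAA1, and at 24 h 597 rose and 315 fell, which makes 1630 and 912 changed probe sets. Both times shared 297 probe sets that rose and 224 that fell, where independent lists of these sizes would share 110.5 and 48.5. A further probe set, that of Nxpe5, passed in opposite directions, with log2 fold changes of -1.37 (standard error 0.37) at 6 h and 1.86 (standard error 0.37) at 24 h; its call at 6 h is lost without replicate 3 of the SAA1 group at 6 h, where the log2 fold change is -0.98, and by the methods' t-test. Shared changes therefore numbered 522, with 1108 probe sets called at 6 h alone and 390 at 24 h alone. The changed probe sets with 1 symbol name 1136 genes at 6 h and 548 at 24 h.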

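Of 33 type I interferon-stimulated genes measured, 31 rose at 6 h and 28 at 24 h, and none fell (the same numbers when adjusted over the list alone). Ifit1, which binds viral RNA, rose by 5.38 on the log2 scale at 6 h (standard error 0.33) and by 3.26 at 24 h, and Rtp4, another interferon-inducible gene, by 3.26 and 3.39. The median log2 fold change of the list was 2.92 at 6 h and 1.69 at 24 h. Against all other named probe sets this gave an adjusted p of 2.5e-37 and 2.5e-35 in limma's camera with a preset correlation of 0.01, and an adjusted p = 0.0842 at 6 h and 0.0871 at 24 h with an estimated correlation. Of 12 interferon-gamma-type GTPases, which act on intracellular pathogens, 11 rose at 6 h and 9 at 24 h (the same when adjusted over the list alone), among them Gbp5 by 5.68 (standard error 0.32) and 1.69 and Gbp7 by 5.41 (standard error 0.32) and 3.05. For this list the adjusted p was 5.2e-12 and 3.0e-10, and 0.138 and 0.179 with an estimated correlation.
Of 19 subunits and feedback regulators of NF-κB, 12 rose at 6 h and 6 at 24 h and none fell (the same when adjusted over the list alone). Traf1, an adaptor of TNF receptor signalling, rose 13.8-fold at 6 h and 3.1-fold at 24 h, and Tnip3, which restrains NF-κB, 5.12-fold and 4.5-fold. The list passed the set test at both times, with an adjusted p of 9.9e-17 and 4.9e-07, and 0.00642 and 0.0361 with an estimated correlation. Among 26 chemokines, 12 rose and 1 fell at 6 h, and 9 rose and 2 fell at 24 h (the same when adjusted over the list alone); Pf4 rose 5.01-fold and 6.25-fold, while Cxcl14 fell at both times, with log2 fold changes of -1.17 and -1.48, and Ccl24 at 24 h alone. The chemokine list had an adjusted p of 7.8e-11 and 3.6e-05, and 0.0361 and 0.111 with an estimated correlation. Of 22 cytokine genes, 12 rose at 6 h, and at 24 h 4 did, Il1a, Il1b, Ebi3 and Tnf (the same when adjusted over the list alone; Ebi3 was chosen after its values were seen). Il1a, which encodes interleukin-1 alpha, rose 46.5-fold and 12.7-fold. The cytokine list had an adjusted p of 7.8e-11 and 0.00118, and 0.0731 and 0.285 with an estimated correlation. Lcn2, which binds bacterial siderophores, rose 24.9-fold and 21.6-fold, and Cp, the ferroxidase ceruloplasmin, 4.66-fold and 6.79-fold, among 14 acute-phase genes. Of these, 4 rose at 6 h and 3 at 24 h (the same when adjusted over the list alone), the others being Cfb at both times and Il1rn at 6 h, chosen after their values were seen; this list had an adjusted p of 1.8e-04 and 5.2e-07, and 0.0361 and 0.0153 with an estimated correlation. Of 30 lysosomal hydrolases and membrane proteins other than cathepsins, 8 fell at 6 h and 2 at 24 h (8 and 3 when adjusted over the list alone). The mannosidase gene Manba fell at 6 h with a log2 fold change of -1.61 and the galactosidase gene Gla with -1.51, while Arsb, a sulfatase gene, was among those lower at 24 h. The whole lysosomal list had an adjusted p of 7.2e-13 and 1.2e-08 from camera, and 0.129 and 0.218 with an estimated correlation.

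**Figure D1:**
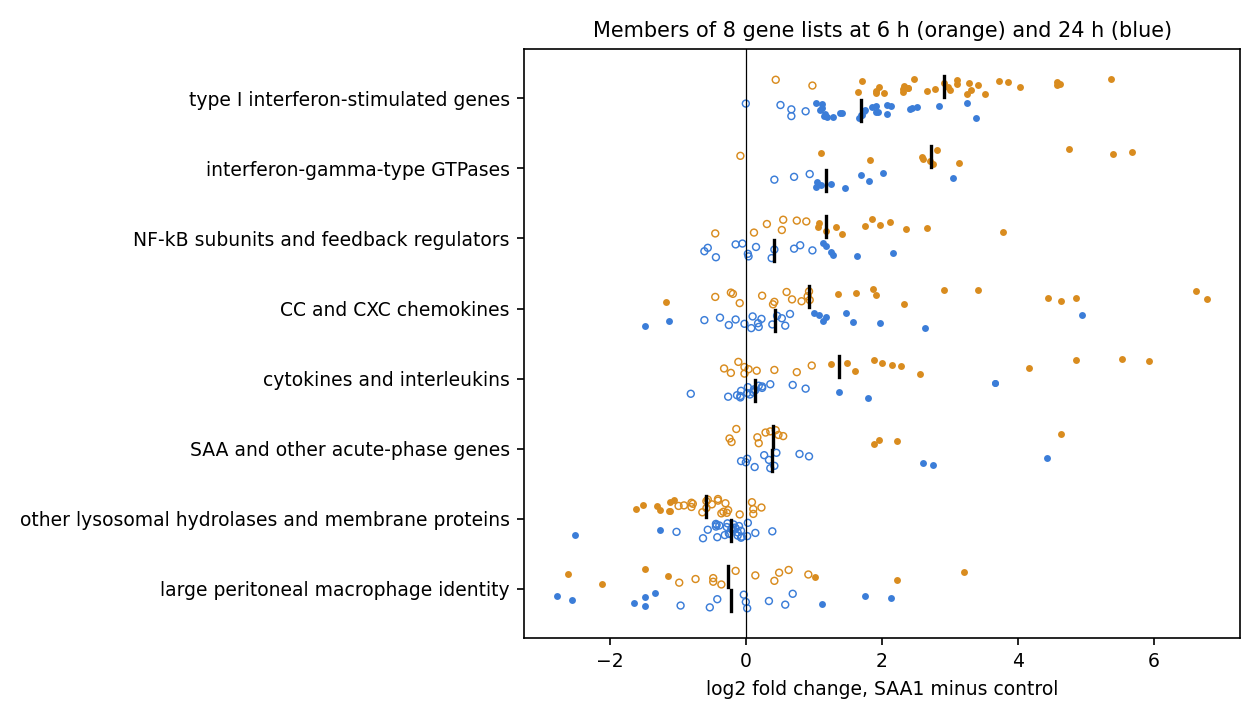
Log2 fold change (SAA1 minus control) of the measured members of 8 gene lists at 6 h (orange) and 24 h (blue). Filled points passed the test for single probe sets, open points did not, and black bars are list medians. Members of the type I interferon list have a median of 2.92 at 6 h and 1.69 at 24 h, and the lysosomal list has medians of -0.58 and -0.23.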

The raw data can be retrieved at NIH GEO accession viewer using the GEO accession number GSE155278.

**Figure 2:**
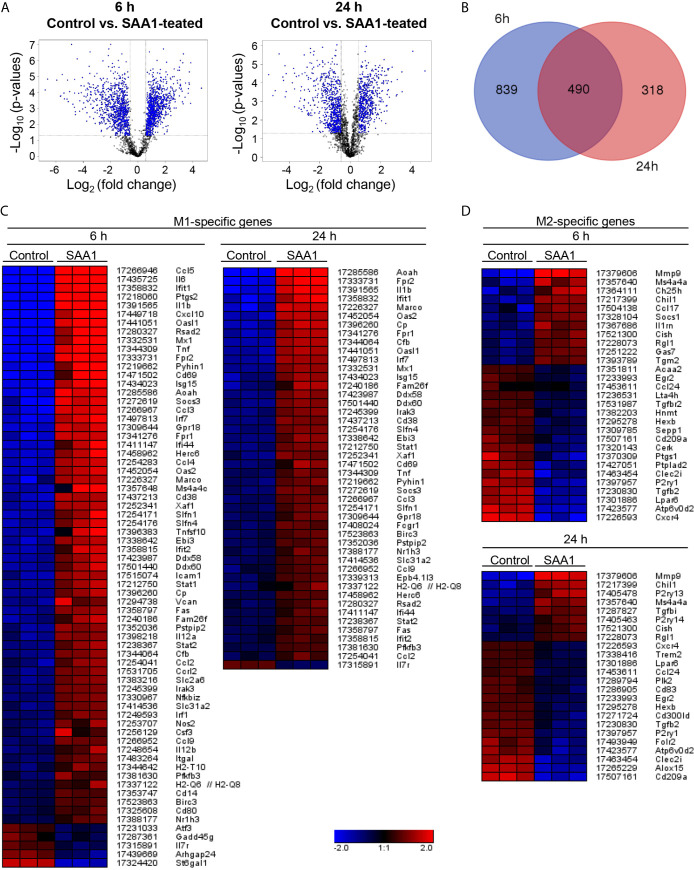
Changes in gene expression induced by SAA1. Mouse peritoneal macrophages were treated with 50 µM SAA1 or vehicle starting on day 2 post-isolation. After 6 and 24 h, cells were harvested and changes in gene expression were analyzed by the Mouse Gene 2.0 ST Array (Affymetrix). **(A)** Volcano plots show the changes in gene expression in peritoneal macrophages after 6 and 24 h of treatment with SAA1. Fold change and corresponding significance of change (*p*-value) between SAA1- and control-treated group are illustrated. **(B)** Venn diagram shows number of genes, the expression of which was changed after 6 and 24 h treatment. Only probe sets with changes ≥ 2 and with a *p*-value < 0.5 have been considered. Data have been obtained from 3 biological replicates. Heatmaps of subset-associated gene expression changes induced by SAA1 treatment in macrophages. Changes in gene expression of M1- **(C)** and M2-associated genes **(D)** are shown as log2(fold change) with the respective probe set ID and gene symbol given on the right. Samples and genes were clustered hierarchically. Mouse peritoneal macrophages were treated with 50 µM SAA1 or vehicle for either 6 or 24 h. Gene expression was analyzed by the mouse gene 2.0 ST array (Affymetrix). Increase (red) or decrease (blue). The three columns per group refer to 3 biological replicates. Control - cells treated with the vehicle for 6 or 24 h, respectively. **(C)** Out of 124 M1-related probe sets, 64 were up- and 5 downregulated after 6 h of treatment. After 24 h, 45 probe sets were up- and 1 downregulated. **(D)** Out of 133 M2-related probe sets, 11 were up- and 18 downregulated after 6 h of treatment. After 24 h, 8 were up- and 16 downregulated.

Among all genes regulated by SAA1, genes associated with M1 and M2 macrophage subsets were further investigated. Based on literature data (9, 15, 16, 20–24), a list of M1- and M2-associated genes was created (**Supplementary Tables S1**, **S2**) 'Heatmaps of significant changes in gene expression related to M1- and M2-polarization at 6 and 24 h after SAA1 exposure are shown in **Figures 2C, D**. 

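Of the 124 probe sets listed for M1-associated genes, 64 rose and 5 fell with SAA1 at 6 h, and 45 rose and 1 fell at 24 h (65 and 5, and 45 and 1, when adjusted over the list alone). Ptgs2, the inducible cyclooxygenase, rose by 5.09 on the log2 scale at 6 h (standard error 0.43, adjusted p = 7.4e-07 from limma) and had a value of 0.68 at 24 h (adjusted p = 0.25). Il1b, which encodes interleukin-1 beta, rose by 4.86 (standard error 0.12, adjusted p = 1.0e-10) and 3.66 (adjusted p = 2.1e-09). Aoah, whose product deacylates LPS, rose by 3.64 at 6 h and 4.68 at 24 h (standard error 0.13 each). The 5 listed probe sets that fell at 6 h were those of the sialyltransferase gene St6gal1 (-2.92), the GTPase-activating gene Arhgap24 (-1.69), the interleukin-7 receptor gene Il7r (-1.15), Atf3 (-1.06) and Gadd45g (-1.05). Il7r fell at 24 h as well (-1.28), whereas the calls of Atf3 and Gadd45g are lost without replicate 1 of the SAA1 group at 6 h (-0.96 and -0.93) or without replicate 1 of its control group (-0.94 and -0.83). Over the whole list the log2 fold change at 6 h had quartiles of 0.15 and 2.59 and was above 0 for 100 probe sets, and its median at 24 h was 0.42. Against all other named probe sets, camera gave an adjusted p of 3.6e-28 and 3.4e-19, and 0.00809 and 0.0136 with an estimated correlation. The list holds 15 of the type I interferon-stimulated genes, all 15 of them higher at both times. Without these, the median was 0.93 and 0.33 and the adjusted p from camera with the preset correlation 5.6e-21 and 8.0e-13. Interferon-inducible genes outside that list, such as Cxcl10, stayed in, and an estimated correlation was not used for this step.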

As shown by the heatmaps in **Figure 2**, SAA1 induces a pronounced upregulation of M1-associated genes at both the early and late time points (**Figure 2A**). **Supplementary Figure S4** shows changes in expression of selected M1-associated genes as quantified by gene array. 

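Among the 133 probe sets listed for M2-associated genes, 12 rose and 15 fell at 6 h, and 8 rose and 17 fell at 24 h (the same numbers when adjusted over the list alone), with 5 higher (Mmp9, Chil1, Ms4a4a, Cish and Rgl1, the last 2 chosen after their values were seen) and 10 lower at both times. Mmp9, a gelatinase, rose by 4.14 on the log2 scale at 6 h and 3.55 at 24 h (standard error 0.20 each), and the chitinase-like gene Chil1 by 2.23 and 2.46 (standard error 0.19 each). Ch25h, which makes 25-hydroxycholesterol, rose by 2.38 at 6 h and had a value of 0.08 at 24 h (adjusted p = 0.882 from limma). Falls at both times included those of Atp6v0d2, a subunit of the vacuolar proton pump (-3.09 and -1.97), the lectin-like gene Clec2i (-2.40 and -2.48), the purinergic receptor gene P2ry1 (-2.43 and -1.67) and the cytokine gene Tgfb2 (-2.62 and -1.48). Alox15, a lipoxygenase, had a value of 0.49 at 6 h (adjusted p = 0.0645) and -2.78 at 24 h (adjusted p = 8.2e-07). The median log2 fold change of the list was -0.03 at 6 h and -0.05 at 24 h. Compared with all other named probe sets the list did not pass, with an adjusted p of 0.556 and 0.149 from camera, and 0.673 and 0.383 with an estimated correlation. Under fry, which asks whether the listed genes move on balance in a single direction without comparing them with other genes, the adjusted p was 0.00422 at each time, towards lower values.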

By contrast, fewer changes were observed for M2-associated genes with a higher number of genes that were downregulated (**Figure 2D**). For a panel of M1-associated genes shown in **Supplementary Figure S4**, amplification of gene transcripts was verified additionally by quantitative PCR. All but one, i.e. IL-12A, of the selected gene transcripts show upregulation either at one or both time points (**Figure 3**). Hence, analysis of M1- and M2-related gene modulation indicates a strong shift towards the M1 subset at early and late time points after SAA1 exposure.

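A higher share of M1- than of M2-associated probe sets rose, 51.6% against 9.0% at 6 h and 36.3% against 6.0% at 24 h. By Fisher's exact test (two-sided) the odds ratio was 10.65 (p = 2.2e-14) at 6 h and 8.83 (p = 1.1e-09) at 24 h, where genes are not independent replicates. Within the M2 list, Arg1, which encodes arginase 1, had log2 fold changes of -0.43 and 0.40 (standard error 0.55 each, adjusted p = 0.581 and 0.62 from limma). Its signal was highest in replicate 1 of every group, 10.57 to 11.47 against 9.02 to 10.01 in the other replicates. The fit, which has no replicate block, counts this spread as error. The mannose receptor gene Mrc1 had -0.85 at 6 h (standard error 0.24, adjusted p = 0.00988), under the required 2-fold, and 0.50 at 24 h (adjusted p = 0.124). At 24 h every SAA1 array of Mrc1 (9.21 to 9.57) lay above every control array (8.75 to 9.03). In replicates 1, 2 and 3 it read 9.57, 9.21 and 9.29 with SAA1 against 9.03, 8.75 and 8.80 in control cultures. Replicate 1 of Mrc1 was highest in every group, and the fit counts this spread as error too. Without replicate 1 of the SAA1 group at 6 h the value of Mrc1 was -1.13, and without replicate 2 of the control group at 6 h -1.01, and it passed at 6 h in both cases. On the M1 list, 43 probe sets rose at both times, 21 at 6 h alone and 2 at 24 h alone (Epb41l3 and Fcgr1, chosen after their values were seen), and none passed in opposite directions. From the modulation of M1- and M2-related genes, the paper reasons to a strong shift of the cells to the M1 subset at the early and the late time point.

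**Figure D2:**
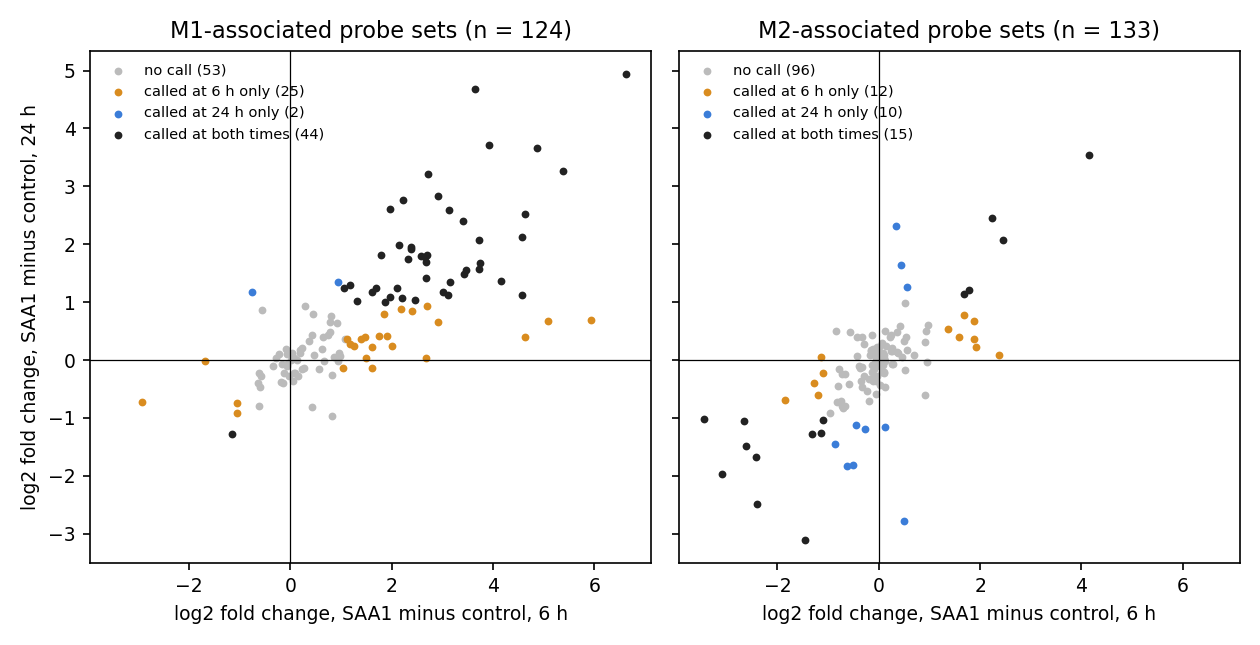
Log2 fold change (SAA1 minus control) at 6 h (horizontal axis) and 24 h (vertical axis) of the 124 M1-associated and 133 M2-associated probe sets, 1 point each, coloured by the times at which they passed the test. Of the M1 points, 43 rose at both times and lie in the upper right, against 5 of the M2 points.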

**Figure 3:**
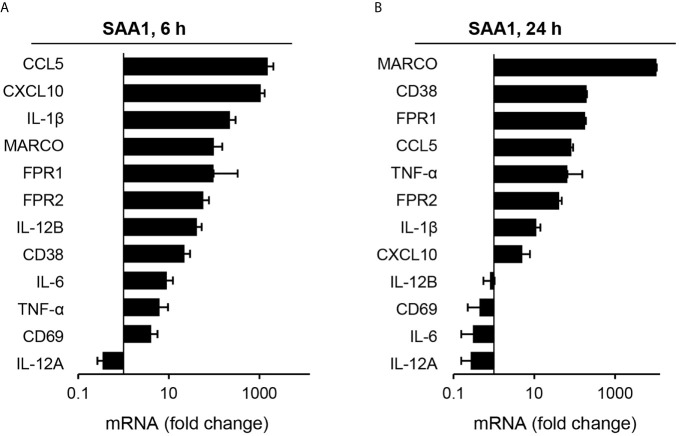
Analysis of gene expression changes induced by SAA1 in mouse peritoneal macrophages by qPCR. Gene expression levels in SAA1-treated macrophages at 6 **(A)** and 24 h **(B)** are given as fold change calculated using the ΔΔ*^CT^* method normalized to *Ubc* and relative to those of control-treated cells. Gene symbols given on the left are sorted by highest upregulation in qPCR at each time point (n = 3, mean ± SEM).

### SAA1 Induces M1-Like Polarization of Macrophages

To confirm the above findings at the protein level, expression of macrophage polarization markers affected by the SAA1 treatment was analyzed and compared to that of *in vitro* polarized murine macrophages. Treatment with LPS and IFN-*γ* or IL-4 was used to polarize macrophages to M1-like or M2-like subsets, respectively. Morphological changes, cell surface marker expression, cytokine secretion, as well as production of nitric oxide were analyzed as previously reported for human monocyte-derived macrophage subsets (25). *In vitro* polarization of murine peritoneal macrophages elicited morphological changes within 24 h producing flat and round-shaped M1 and elongated M2 (**Supplementary Figure S5**). Flow cytometric analysis revealed an 8-fold increased expression of MARCO and a 6-fold increase in CD38 by M1 macrophages, as well as an increase in the proportion of MARCO and CD38 positive cells (**Figure 4**). Differently, M2 macrophages exhibited slight, an 1.6-fold, induction of CD206 and no MARCO and CD38 overexpression (**Figure 4**). Treatment with SAA1 triggered a very strong, 5-fold, induction of scavenger receptor MARCO typical for murine M1 macrophages (17) and a 15-fold increase in the proportion of MARCO^+^ cells, but not of CD38. Though, the number of CD206^+^ cells was slightly increased from 46 to 66%, the total number of CD206 receptors was rather decreased after treatment with SAA1 (**Figure 4**). High expression CD206, a mannose receptor, is typical for M2 macrophages (9).

**Figure 4:**
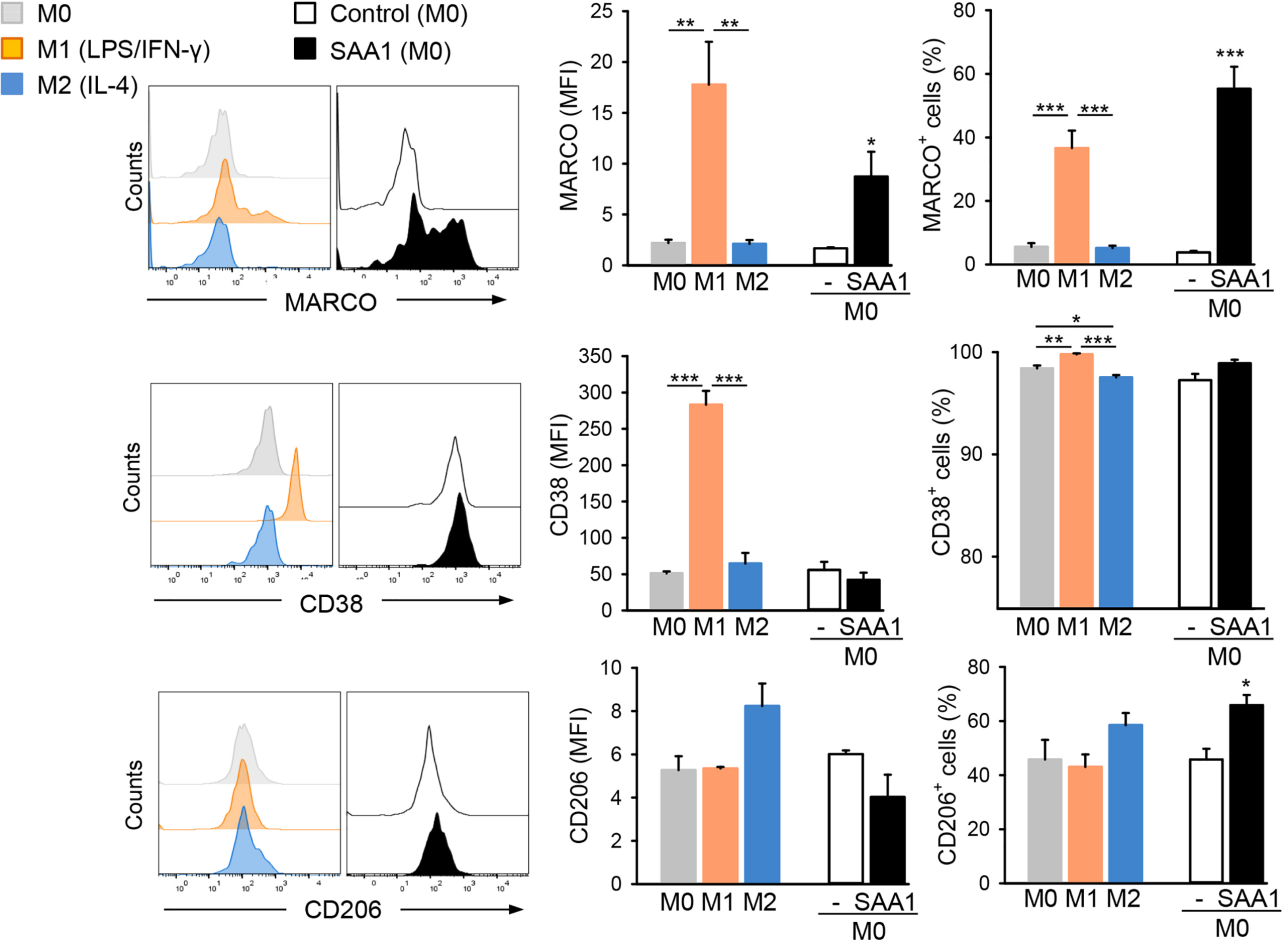
SAA1 increases expression of the M1-related surface marker MARCO by macrophages. Mouse peritoneal macrophages were either left untreated (M0, grey), polarized with LPS O55:B5 (100 ng/ml) and IFN-γ (20 ng/ml) to the M1-like phenotype (M1, orange) or with IL-4 (20 ng/ml) to the M2-like phenotype (M2, blue). Alternatively, non-polarized (M0) macrophages were treated with 50 µM SAA1 (black) or vehicle (-, empty bar) for 24 h. Control - vehicle-treated cells. Expression of the surface markers MARCO, CD38, and CD206 was analyzed by staining with fluorescently-labeled antibodies and subsequent flow cytometric analysis. Left hand graphs show the median expression of a respective protein marker by a cell (MFI, relative median fluorescence intensity). The right hand graphs show the number of cells positive for the above markers (n = 4, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 as analyzed by one-way ANOVA followed by Newman-Keuls test).

Analysis of cytokine release by cytometric bead array revealed that compared to M0 and M2 subsets, classically activated M1 macrophages show characteristic upregulation of TNF-α, IL-6, and MCP-1 release (**Figure 5A**). IFN−*γ*, IL-12 p70, and IL-10 release were below the limit of detection (9.4 pg/ml for IFN−*γ*, 1.9 pg/ml for IL-12 p70 and 3.3 pg/ml for IL-10). The absence of IL-10 in the cell culture supernatant was further verified by ELISA. Low levels of IL-10 are typical for M1 and M2a (IL-4- or IL-13-induced) macrophages, whereas M2b (immune complexes- and TLR agonists-induced) are IL-10^high^ (10).

**Figure 5:**
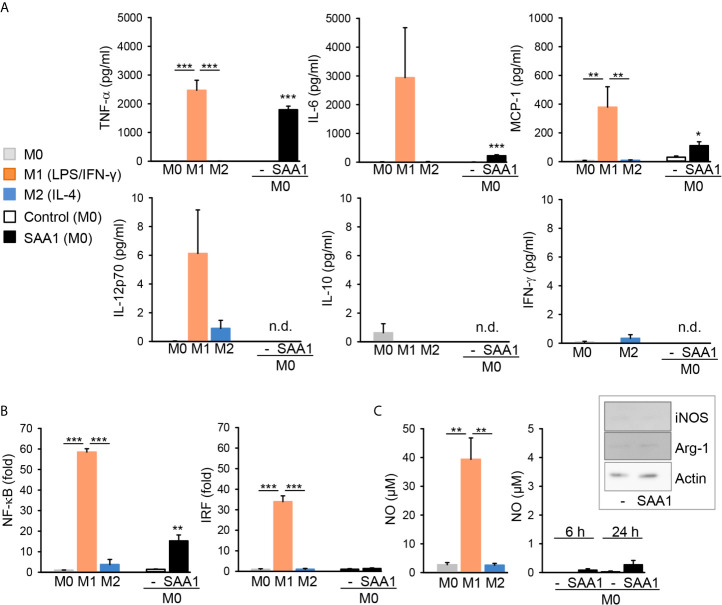
SAA1 induces production of M1-associated cytokines and NF-κB activation by macrophages. Mouse peritoneal macrophages were either left untreated (M0, grey), polarized with LPS O55:B5 (100 ng/ml) and IFN-γ (20 ng/ml) to the M1-like phenotype (M1, orange) or with IL-4 (20 ng/ml) to the M2-like phenotype (M2, blue). Alternatively, non-polarized (M0) macrophages were treated with 50 µM SAA1 (black) or vehicle (-, empty bar) for 24 h. Control - vehicle-treated cells. **(A)** Cytokine secretion was assessed in cell culture supernatants by flow cytometry using cytometric bead assays (n = 4 for control and SAA1, n = 3 for other samples, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 as analyzed by one-way ANOVA followed by Newman-Keuls test); n.d, below detection limit. **(B)** SAA1 induces NF-κB, but different to LPS/IFN-*γ*-polarized M1 macrophages, it does not induce IRF activation in dual J774A.1 reporter cells (n = 3, mean ± SEM, **p < 0.01, ***p < 0.001 as analyzed by one-way ANOVA followed by Newman-Keuls test). **(C)** At variance to LPS/IFN-*γ*-polarized M1 macrophages (n = 3), SAA1 induces no significant increase in nitric oxide (NO) production as assessed in cell supernatants (n = 4, mean ± SEM, **p < 0.01 as analyzed by one-way ANOVA followed by Newman-Keuls test). Insert: cell lysates were analyzed for NOS2 (iNOS) and arginase-1 (Arg-1) expression by western immunoblotting; actin served as a loading control (n = 2).

Confirmation that activation of macrophages by SAA1 is not mediated by an endotoxin contamination, was obtained when macrophages were treated with LPS or SAA1 in the presence of polymyxin B. Polymyxin B completely blocked the LPS-induced TNF-α release, whereas SAA1-induced TNF-α secretion remained unaffected by polymyxin B (**Supplementary Figure S2C**). This confirms the observation that SAA1 was basically LPS-free and that therefore the effects of SAA1 were not mediated by any LPS contamination.

In accordance with the proinflammatory gene induction observed, the proinflammatory master transcription factor NF-κB as well as interferon-regulatory factor (IRF) were strongly activated in M1 (LPS/IFN-γ) macrophages (**Figure 5B**). SAA1 treatment likewise induced NF-κB transcriptional activity, however, to a lesser extent than LPS and IFN−*γ*, which correlated to lower induction of expression of proinflammatory cytokines by SAA1. Differently, no induction of the IRF transcription factor was observed (**Figure 5B**). Additionally, M1 (LPS/IFN-γ) macrophages showed increased production of nitric oxide (NO) compared to M0 and M2 (IL-4) subsets (**Figure 5C**). SAA1-treated macrophages, however, produced no NO. Accordingly, SAA1 did not increase expression of iNOS (NOS2) as well as of ariginase-1 (Arg-1) (**Figure 5C**). High expression of Arg-1 is typical for M2 macrophages (17). The lack of iNOS and NO expression by SAA1-stimulated M1-like macrophages, however, show the difference to LPS/IFN−*γ*-polarized M1 cells.

The murine macrophage cell line J774A.1 is often used in *in vitro* experiments for standardization and avoidance of experimental animals. In addition, robust amyloid formation in J774A.1 can be quantified reliably by ThT fluorescence (3). Yet, the morphology of polarized J774A.1 cells is different from that of primary murine macrophages. In accordance with the literature (26), M1-J774A.1 were elongated and M2-J774A.1 were round-shaped (**Supplementary Figures S5, 6**). In other respects, J774A.1 respond to polarization stimuli and SAA1 similar to peritoneal macrophages.

Thus, M0 and M2 macrophages had similar morphological features in both primary as well as J774A.1 cell line-derived macrophage subsets. In analogy to primary macrophages, classically activated M1-J774A.1 cells secreted high amounts of TNF-α, IL-6, and MCP-1 (**Figure 6A**). Likewise, treatment with SAA1 induced the secretion of TNF-α and MCP-1, confirming the M1-polarizing effect of SAA1 in J774A.1 as well (**Figure 6A**). Induction of IL-6 expression by SAA1 was low in primary macrophages and in J774A.1 indicating that LPS and IFN−*γ* are stronger inducers of classically activated macrophages in both cell models.

**Figure 6:**
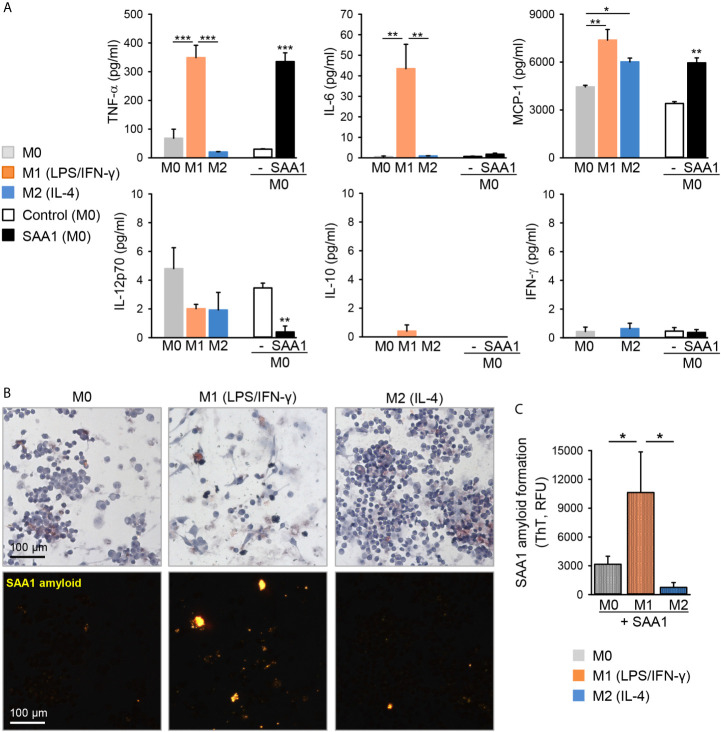
LPS/IFN-γ-polarized M1 macrophages enhance SAA1 amyloid formation. **(A)** J774A.1 macrophages were either left untreated (M0, grey), polarized with LPS O55:B5 (100 ng/ml) and IFN-γ (20 ng/ml) to the M1-like phenotype (M1, orange) or with IL-4 (20 ng/ml) to the M2-like phenotype (M2, blue), or treated with 50 µM SAA1 (black) or vehicle (-, empty) for 24 h. Cytokine secretion was assessed in cell culture supernatants by flow cytometry using cytometric bead assays (n = 3, mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 as analyzed by one-way ANOVA followed by Newman-Keuls test). **(B)** J774A.1 cells polarized for 24 h as described in **(A)** were treated with 50 µM SAA1 for additional 72 h. Samples were stained with Congo red and analyzed by light (upper panel) or polarized light microscopy (lower panel). **(C)** J774A.1 cells polarized for 24 h as described in **(A)** were treated every other day with 50 µM SAA1 for a total of 5 days. On day 7, forty-eight hours after the last addition of SAA1, amyloid fibrils were stained with ThT and analyzed by fluorimetry (n = 3, mean ± SEM, *p < 0.01 as analyzed by one-way ANOVA followed by Newman-Keuls test).

Overall, macrophages stimulated with SAA1 show a clear M1 macrophage subset-related phenotype confirming our findings on the gene transcript level.

### M1 Polarization Promotes SAA1 Fibril Formation

It is thought that macrophages promote the formation of AA amyloid deposits because they internalize SAA protein, presumably in order to degrade it, but instead of being degraded, the internalized SAA1 misfolds and forms fibril nuclei inside the cells (8). Hence, we have further analyzed if the macrophage polarization state might affect SAA1 amyloid formation. Cells were polarized with LPS/IFN−*γ* or with IL-4 to M1 and M2 subsets, respectively, and thereafter, cells were treated for 3 days with SAA1. Remarkably, neither M0 nor M2 subset promoted formation of SAA1-derived amyloid deposits. Only the M1 macrophages induced deposition of amyloid (**Figure 6B**). The enhanced amyloid forming activity of M1-polarized macrophages was quantified using the amyloid-binding dye thioflavin T (ThT). After treatment for 6 days with SAA1, only the classically activated M1 subset induced amyloid formation, whereas M2 macrophages exhibited the lowest amyloid load compared to M1 and M0 cells (**Figure 6C**). Overall, this indicates that macrophages of the M1 subset promote the formation of amyloid deposits.

## Discussion

In this study we investigated the interplay between macrophages and SAA1 relevant for pathological conditions leading to human morbidity. We show that SAA1 promotes polarization of macrophages towards the classically activated phenotype, whereas, classically activated macrophages in turn promote SAA1 amyloid formation. The results are based on a conclusive DNA microarray approach, which uncovered remarkable upregulation of up to 64 M1-associated genes, whereas the M1-like polarization correlated with the biogenesis of SAA1 fibrils.

As previously shown, SAA1 misfolding starts upon cellular uptake and its targeting to lysosomal compartments for degradation. Within lysosomes, SAA1 is cleaved by proteases such as cathepsins B and L resulting in conformational changes, misfolding, and aggregation (3, 5, 8, 27). Uptake of SAA1 occurred as early as one hour after addition of the soluble protein, whereas extracellular amyloid deposits were first detected after 24 h of incubation. Hence, analysis of gene expression already after 6 h reflects effects induced by soluble SAA1 devoid of endotoxic LPS. Already at this early time point, soluble SAA1 induced macrophage polarization towards the classically activated subset. On the other hand, fibrillary SAA1 might contribute to the predominantly M1-associated gene expression observed after 24 h of treatment with SAA1. Together with an increased NF-κB activity, release of characteristic proinflammatory cytokines, and expression of M1-associated cell-surface receptors, these findings confirm the M1-promoting activity of SAA1. 

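The log2 fold change at 24 h was set against that at 6 h by a test of the difference (24 h minus 6 h) over all 12 arrays. The difference passed the test with a negative sign for 37 of the 124 M1-associated probe sets and with a positive sign for 4 (38 and 5 when adjusted over the list alone). Negative differences that passed included those of Ptgs2, with a log2 difference of -4.41 (standard error 0.61, adjusted p = 2.2e-04 from limma), and Tnf, which encodes tumor necrosis factor, with -2.79 (standard error 0.23, adjusted p = 9.0e-06). The 4 positive differences that passed were those of Aoah (1.04), which rose more at 24 h, of St6gal1 (2.19) and Arhgap24 (1.67), whose falls at 6 h had shrunk to values of -0.73 and -0.02 at 24 h, and of Epb41l3 (1.93), chosen after its values were seen, which rose at 24 h. No difference passed for the formyl peptide receptor gene Fpr2, with -0.21 (standard error 0.22, adjusted p = 0.546), or for the scavenger receptor gene Marco, with 0.50 (standard error 0.39, adjusted p = 0.407). With SAA1, Marco read 13.38 to 13.59 at 6 h and 13.48 to 13.57 at 24 h. These values lie near the top of the signal range, where a difference may be compressed. The median difference over the list was -0.44, with an adjusted p of 3.0e-15 from camera, and 0.0179 with an estimated correlation. On the M2-associated list, the difference passed with a positive sign for 10 probe sets and a negative sign for 11, and its median over the list was -0.06 (adjusted p = 0.556).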

Interestingly, the SAA1-induced shift towards the M1-like macrophage subset was observed at both time points, i.e. with soluble and fibrillary SAA1.

Similarly, others have reported induction of proinflammatory cytokines, such as TNF-α, IL-1ß, and IL-6 by recombinant SAA (12, 28). In addition to secretion of a set of proinflammatory cytokines, they found induction of IL-10 by SAA leading them to the interpretation, that SAA induces M2b-like macrophage polarization (12). Sun *et al.* as well, reported polarization towards the M2 subset by SAA. However, no M1-related gene or marker expression was analyzed in their study (11). 

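On the arrays, Il10, which encodes the anti-inflammatory cytokine IL-10, had a mean log2 value of 3.92 ± 0.18 in control cultures and 3.80 ± 0.17 with SAA1 at 6 h, and of 3.66 ± 0.06 and 3.85 ± 0.05 at 24 h (SD, n = 3 each), below the median of the array. Its log2 fold change was -0.11 at 6 h and 0.19 at 24 h (standard error 0.12 each). Il10 varied too little to be kept by the filter, and its adjusted p from limma over all probe sets was 0.642 and 0.486. None of 5 marker genes of the M2b type, a list that includes Il10, was kept by the filter, so that none could be called. As a list they had median log2 fold changes of -0.08 and 0.06 (adjusted p = 0.718 and 0.979 from camera).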

We have used three experimental approaches, gene array, cytometric bead array, and ELISA, to prove that SAA1 does not induce any detectable secretion of IL-10 neither in peritoneal macrophages nor in J774A.1 cells. The differences to our study might be explained by the use of human recombinant SAA with murine cells, the use of SAA with an unnatural primary sequence, or neglecting possible endotoxin contaminations as has been analyzed and criticized previously (13).

Additionally, in the above mentioned studies, macrophages had been treated with SAA at nanomolar concentrations. Such low concentrations of SAA are found in plasma of healthy persons (5). In contrast, our study addressed the effect of elevated pathophysiological SAA1 concentrations on macrophages as observed during the acute phase, which is an indispensable prerequisite for SAA1 amyloid formation (1).

Two major signaling pathways regulate synthesis and secretion of M1-associated proinflammatory cytokines, the NF-κB and the NLRP3 inflammasome pathways. It has previously been reported that SAA might activate NF-κB by engagement of TLR-2, TLR-4, or the receptor for advanced glycation endproducts (RAGE) (29–32). However, in all these studies commercial SAA that exerts effects different to that of native SAA (13) had been used. Hence, the respective conclusions have to be interpreted with caution.

As described above, AA amyloidosis can occur as a result of chronic inflammatory diseases with systemically elevated levels of proinflammatory cytokines (5). Hence, in AA amyloidosis, macrophages might already be primed towards the classically activated subset and, as we have shown here, elevated levels of SAA1 could further promote macrophage M1-like polarization. Therefore, we investigated how macrophage polarization might affect amyloid formation. To our knowledge no study has yet analyzed the influence of the macrophage polarization state on the kinetics of amyloid formation. We show here that classically activated macrophages indeed promote SAA1 fibril formation as detected by green birefringence of Congo red stain and fluorescence of ThT bound to fibrillary SAA1.

How classically activated macrophages accelerate formation of SAA1-derived fibrils is not fully clear at this point. In addition to hepatocytes, SAA is known to be expressed by macrophages and some researchers believe that SAA deposits might derive from locally produced rather than from hepatic SAA (33). Furthermore, SAA expression in macrophages can be induced by LPS and proinflammatory cytokines (33). Hence, there might be a feed-forward loop, where SAA stimulates the secretion of proinflammatory cytokines by macrophages, which in turn lead to upregulation of SAA production by macrophages as well as hepatocytes. However, it is mainly the *mSaa3* gene, which is expressed in inflamed tissues (28, 33). It is known from various cell culture models, that the SAA1 concentration is critically linked to the kinetics of amyloid fibril formation (3). However, a role for SAA3 in amyloidosis has not been described yet. At the time points tested, no changes in the *Saa* gene expression were detected by our DNA microarray analyses. 

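Saa3, the serum amyloid A gene expressed by macrophages, was near the top of the signal range in every group, with mean log2 values of 13.47 ± 0.04 in control cultures and 13.91 ± 0.02 with SAA1 at 6 h, and of 13.15 ± 0.12 and 13.94 ± 0.06 at 24 h (SD, n = 3 each). Saa3 was the brightest probe set on every SAA1 array, so that its differences of 1.36-fold at 6 h and 1.73-fold at 24 h are lower bounds where the signal is compressed. Every SAA1 array lay above every control array, and the probe set was not kept by the variation filter. The adjusted p from limma over all probe sets was 3.5e-04 and 1.3e-05 for Saa3, and whether its true difference reaches the 2-fold required by the methods is open. Saa2 had log2 fold changes of -0.14 and 0.45 (adjusted p = 0.729 and 0.254), and Saa4 of 0.36 and 0.27 (adjusted p = 0.387 and 0.627). Both had mean values of 5.00 or less in every group, where a difference is hard to see. No probe set carries Saa1 as its only symbol.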

Further studies might be required to address this option.

Another explanation, how M1 polarization might favor fibril formation, could be diminished catabolic activity of M1 versus M2 macrophages. Thus, macrophages polarized to M2 with IL-4 exhibit increased phagosomal acidity and cathepsin activity (34). Indeed, uptake of SAA1 and its complete lysosomal catabolism are thought to prevent SAA1 fibril formation (8). Hence, incomplete catabolism of SAA1 by M1 macrophages could be a consequence of lower phagosomal capacity of M1 macrophages accompanied by increased SAA1 load, as it is the case during an acute phase response. Such incomplete SAA1 degradation is believed to generate aggregation-prone intermediates and to promote SAA-derived fibrillogenesis (7, 8, 27).

Our findings might also be of interest for other amyloid diseases. For both, β_2_-microglobulin (β_2_M) amyloidosis and Alzheimer’s disease, representative for systemic and local amyloid diseases, respectively, involvement of macrophages in the pathological mechanisms has been described (35, 36). Whereas macrophages seem to be actively involved in the formation of β_2_M fibrils (35), in Alzheimer’s disease, microglia in the brain might be rather protective by degrading amyloid β (Aβ) plaques (36). However, in both cases fibril-associated macrophages seem to display a rather proinflammatory M1 phenotype (35, 36). Hence, there might be similar pathological mechanisms regarding the role of macrophage polarization in amyloid disease.

In conclusion, the polarizing effect of SAA1 towards a M1-like macrophage subset and the promotion of SAA1 fibril formation by M1 macrophages suggest revision of commonly used cell culture models for AA amyloidosis. We suggest using M1-polarized macrophages as starting point before addition of SAA1 to better mimic the inflammatory *in vivo* situation.

Our results further imply that directing the macrophage phenotype towards the M2 subset, e.g. by biocompatible nanoparticles (25) or the M2 polarizing drug fasudil (37) might be beneficial in the treatment of AA amyloidosis by slowing amyloid formation and disease progression.

## Data Availability Statement

The datasets presented in this study can be found in the following database: NCBI's Gene Expression Omnibus; GEO accession number: GSE155278.

## Ethics Statement

The animal study was reviewed and approved by the Animal Welfare and Ethical Review Board, Ulm University and the respective State Government Agency.

## Author Contributions

Contribution: A-KG, SR, MF, TS, and ThS conceived and designed the experiments. A-KG, SR, SB, and KH conducted experiments and interpreted results. A-KG and TS performed data interpretation and wrote the manuscript; ThS created the study concept, interpreted results, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Serum Amyloid A1 Induces Classically Activated Macrophages: A Role for Enhanced Fibril Formation
**Source:** Front Immunol. 2021 Jun 30;12:691155. doi: 10.3389/fimmu.2021.691155
**Supplement:** Supplementary file 1

Supplementary Material

Supplementary Materials and Methods

Quantifications of Endotoxin by EndoLISA

All recombinantly expressed SAA1 batches were tested for contaminations with endotoxin using the EndoLISA® kit (Hyglos, Bernried, Germany) according to manufacturer's instructions. LPS (O55:B5, Sigma) was used for comparison.

Enzyme-linked immunosorbent assay (ELISA)

Peritoneal mouse macrophages or J774A.1 cells were treated with various concentrations of LPS (O55:B5) or SAA1 in combination with polymyxin B (5 µg/ml) for 24 h. Subsequently, cell culture supernatants were tested for TNF-α using the mouse TNF-α DuoSet ELISA (R&D Systems Inc., Minneapolis, MI).

Quantitative PCR

For quantification of mRNA transcripts, RNA samples from peritoneal macrophages treated with or without SAA1 were reverse transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany) using the GeneAmp® PCR system 9700 (Applied Biosystem, Foster City, CA) according to manufacturer's instruction. Quantitative real-time PCR of the resulting cDNA was performed using the Luna® universal qPCR Master Mix (NEB, Ipswich, MA). Ubiquitin C (*Ubc*) was used as a housekeeping gene for its stable expression in stimulated mouse macrophages (1). Each quantitative PCR analysis was run in technical triplicates. Real-time PCR primers were purchased from Biomers (Ulm, Germany) and the sequences were as follows:

Ccl5	forward	3'-GTGCTCCAATCTTGCAAGTCG-5'
	reverse	3'-CTTCTTCTCTGGGTTGGCACA-5'
Cd38	forward	3'-GAAGACTACGCCCCACTTGT-5'
	reverse	3'-ATGGGCCAGGTGTTTGGATT-5'
Cd69	forward	3'-CACATCTGGAGAGAGGGCAGAA-5'
	reverse	3'-ACAGCCCAAGGGATAGAACTTG-5'
Cxcl10	forward	3'-ATGACGGGCCAGTGAGAATG-5'
	reverse	3'-TCGTGGCAATGATCTCAACAC-5'
Frp1	forward	3'-GCTGTTGGAAAGTTCAGGAGTC-5'
	reverse	3'-TGAGGTTCAGTGCAGACTTGT-5'
Frp2	forward	3'-CTTCATTTACACCACAGGAACCG-5'
	reverse	3'-TTCCATTTTGTCTGCACAACCA-5'
Il12a	forward	3'-CCTTGCATCTGGCGTCTACA-5'

Supplementary Material

	reverse	3'-TGGAACGCTGACCATAGAGA-5'
Il12b	forward	3'-ACAGAGGAGGGGTGTAACCA-5'
	reverse	3'-AGACATTCCCGCCTTTGCAT-5'
Il1b	forward	3'-GCCACCTTTTGACAGTGATGAG-5'
	reverse	3'-GACAGCCCAGGTCAAAGGTT-5'
Il6	forward	3'-GACAAAGCCAGAGTCCTTCAGA-5'
	reverse	3'-TGTGACTCCAGCTTATCTCTTGG-5'
Marco	forward	3'-CAGGGAAGCAAGGAGCAACT-5'
	reverse	3'-TTGGGGCCAGTGAGACCTAT-5'
Tnfa	forward	3'-GATCGGTCCCCAAAGGGATG-5'
	reverse	3'-CCACTTGGTGGTTTGTGAGTG-5'
Ubc	forward	3'-TCCCACACAAAGCCCCTCAA-5'
	reverse	3'-AGATCTGCATCGTCTCTCTCACG-5'

After initial denaturation (95°C for 60 s) the cDNA was amplified for 45 cycles (each 95°C for 15 s and 55°C for 60 s) on the ABI 7500 Real-Time PCR System (Applied Biosystems, Foster City, CA). Relative mRNA expression is given as $2^{-\Delta\Delta C_T}$ normalized to *Ubc* expression using the comparative C_T method (2). Melting curves were generated for each sample to confirm synthesis of a single PCR product.

Microscopy

Bright field images of peritoneal and J774A.1 macrophages were taken in the DIC channel at the indicated time points after polarization using the Eclipse Ti-E fluorescence microscope (Nikon, Tokyo, Japan).

Supplementary Data

Genes associated with M1 and M2 macrophage subsets were created based on literature reports (1-9).

Supplementary Table 1. M1 gene list. Given are the gene symbols and, where available, the respective probe set IDs and gene descriptions as annotated by Affymetrix (GeneChip® Mouse Gene 2.1 ST Array).

Gene Symbol	Probe Set ID	Gene Description
**Adgre5**	-	-
**Ak3**	17363779	adenylate kinase 3
**Aoah**	17285586	acyloxyacyl hydrolase
**Apol6**	17312637	apolipoprotein L 6

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Apol7a**	17318772	apolipoprotein L 7a
**Apol8**	17318822	apolipoprotein L 8
**Arhgap24**	17439669	Rho GTPase activating protein 24
**Atf3**	17231033	activating transcription factor 3
**Bcl2a1**	-	-
**Birc3**	17523863	baculoviral IAP repeat-containing 3
**Ccl11**	17254053	chemokine (C-C motif) ligand 11
**Ccl15**	-	-
**Ccl19**	17424421	chemokine (C-C motif) ligand 19
**Ccl2**	17254041	chemokine (C-C motif) ligand 2
**Ccl20**	17214857	chemokine (C-C motif) ligand 20
**Ccl3**	17266967	chemokine (C-C motif) ligand 3
**Ccl4**	17254283	chemokine (C-C motif) ligand 4
**Ccl5**	17266946	chemokine (C-C motif) ligand 5
**Ccl8**	17254065	chemokine (C-C motif) ligand 8
**Ccl9**	17266952	chemokine (C-C motif) ligand 9
**Ccr7**	17268972	chemokine (C-C motif) receptor 7
**Ccr12**	17531705	chemokine (C-C motif) receptor-like 2
**Cd14**	17353747	CD14 antigen
**Cd300lf**	17271776	CD300 antigen like family member F
**Cd38**	17437213	CD38 antigen
**Cd69**	17471502	CD69 antigen
**Cd74**	17350982	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)
**Cd80**	17325608	CD80 antigen
**Cd86**	17330203	CD86 antigen
**Cfb**	17344064	complement factor B
**Cp**	17396260	ceruloplasmin
**Cpd**	17266157	carboxypeptidase D
**Csf1**	17409075	colony stimulating factor 1 (macrophage)

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Csf2rb**	17312716	colony stimulating factor 2 receptor, beta, low-affinity (granulocyte-macrophage)
**Csf3**	17256129	colony stimulating factor 3 (granulocyte)
**Cx3cl1**	17504130	chemokine (C-X3-C motif) ligand 1
**Cxcl10**	17449718	chemokine (C-X-C motif) ligand 10
**Cxcl11**	17449725	chemokine (C-X-C motif) ligand 11
**Cxcl15**	17438980	chemokine (C-X-C motif) ligand 15
**Cxcl16**	17265268	chemokine (C-X-C motif) ligand 16
**Cxcl8**	-	-
**Cxcl9**	17449710	chemokine (C-X-C motif) ligand 9
**D14Erd668e**	-	-
**Ddx58**	17423987	DEAD (Asp-Glu-Ala-Asp) box polypeptide 58
**Ddx60**	17501440	DEAD (Asp-Glu-Ala-Asp) box polypeptide 60
**E030037K03Rik**	-	-
**Ebi3**	17338642	Epstein-Barr virus induced gene 3
**Edn1**	17286830	endothelin 1
**Epb4.1l3**	17339313	erythrocyte protein band 4.1-like 3
**F11r**	17219362	F11 receptor
**Fam176b**	-	-
**Fam26f**	17240186	family with sequence similarity 26, member F
**Fas**	17358797	Fas (TNF receptor superfamily member 6)
**Fcgr1**	17408024	Fc receptor, IgG, high affinity I
**Fcgr2b**	17229607	Fc receptor, IgG, low affinity IIb
**Fcgr3**	17229620	Fc receptor, IgG, low affinity III
**Fpr1**	17341276	formyl peptide receptor 1
**Fpr2**	17333731	formyl peptide receptor 2
**Gadd45g**	17287361	growth arrest and DNA-damage-inducible 45 gamma
**Gbp6**	-	-
**Gngt2**	17255466	guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2

Supplementary Material

**Gene Symbol**	**Probe Set ID**	**Gene Description**
**Gpr18**	17309644	G protein-coupled receptor 18
**H2-Q6**	-	-
**H2-T10**	17344642	histocompatibility 2, T region locus 10
**Herc6**	17458962	hect domain and RLD 6
**Hesx1**	17298014	homeobox gene expressed in ES cells
**Hp**	17512809	haptoglobin
**Hsd11b1**	17231229	hydroxysteroid 11-beta dehydrogenase 1
**Icam1**	17515074	intercellular adhesion molecule 1
**Ido**	-	-
**Ido1**	17508188	indoleamine 2,3-dioxygenase 1
**Ifi44**	17411147	interferon-induced protein 44
**Ifit1**	17358832	interferon-induced protein with tetratricopeptide repeats 1
**Ifit2**	17358815	interferon-induced protein with tetratricopeptide repeats 2
**Ifna**	-	-
**Ifnb**	-	-
**Igfbp4**	17256264	insulin-like growth factor binding protein 4
**Il12a**	17398218	interleukin 12a
**Il12B**	17248654	interleukin 12b
**Il15**	17510856	interleukin 15
**Il15ra**	17367004	interleukin 15 receptor, alpha chain
**Il1b**	17391565	interleukin 1 beta
**Il1r1**	17212185	interleukin 1 receptor, type I
**Il23a**	17246091	interleukin 23, alpha subunit p19
**Il2ra**	17366992	interleukin 2 receptor, alpha chain
**IL6**	17435725	interleukin 6
**Il6ra**	17407138	interleukin 6 receptor, alpha
**Il7r**	17315891	interleukin 7 receptor
**Inhba**	17285438	inhibin beta-A
**Irak3**	17245399	interleukin-1 receptor-associated kinase 3

Supplementary Material

**Gene Symbol**	**Probe Set ID**	**Gene Description**
**Irf1**	17249593	interferon regulatory factor 1
**Irf7**	17497813	interferon regulatory factor 7
**Isf20**	-	-
**Isg15**	17434023	ISG15 ubiquitin-like modifier
**Itga4**	17372307	integrin alpha 4
**Itgal**	17483264	integrin alpha L
**Itgb7**	17322163	integrin beta 7
**Marco**	17226327	macrophage receptor with collagenous structure
**Mos2**	-	-
**Mpa2l**	-	-
**Ms4a4c**	17357648	membrane-spanning 4-domains, subfamily A, member 4C
**Muc1**	17399374	mucin 1, transmembrane
**Mx1**	17332531	myxovirus (influenza virus) resistance 1
**Nampt**	17274875	nicotinamide phosphoribosyltransferase
**Nfkbiz**	17330967	nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, zeta
**Nr1h3**	17388177	nuclear receptor subfamily 1, group H, member 3
**Oas2**	17452054	2-5 oligoadenylate synthetase 2
**Oasl1**	17441051	2-5 oligoadenylate synthetase-like 1
**Pdgfa**	17454345	platelet derived growth factor, alpha
**Pfkfb3**	17381630	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3
**Pfkip**	17290324	phosphofructokinase, platelet
**Pilr1**	-	-
**Pla1a**	17330359	phospholipase A1 member A
**Psma2**	17285386	proteasome (prosome, macropain) subunit, alpha type 2
**Psmb9**	17343789	proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)
**Psme2**	17306705	proteasome (prosome, macropain) activator subunit 2 (PA28 beta)
**Pstpip2**	17352036	proline-serine-threonine phosphatase-interacting protein 2

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Ptgs2**	17218060	prostaglandin-endoperoxide synthase 2
**Ptx3**	17398115	pentraxin related gene
**Pyhin1**	17219662	pyrin and HIN domain family, member 1
**Rsad2**	17280327	radical S-adenosyl methionine domain containing 2
**Saa3**	17491193	serum amyloid A 3
**Sepx1**	-	-
**Slc2a6**	17383216	solute carrier family 2 (facilitated glucose transporter), member 6
**Slc31a2**	17414536	solute carrier family 31, member 2
**Slc7a5**	17513641	solute carrier family 7 (cationic amino acid transporter, y+ system), member 5
**Slco5a1**	17221288	solute carrier organic anion transporter family, member 5A1
**Slfn1**	17254171	schlafen 1
**Slfn4**	17254176	schlafen 4
**Slfn8**	-	-
**Socs3**	17272619	suppressor of cytokine signaling 3
**Sphk1**	17258584	sphingosine kinase 1
**St6gal1**	17324420	beta galactoside alpha 2,6 sialyltransferase 1
**Stat1**	17212750	signal transducer and activator of transcription 1
**Stat2**	17238367	signal transducer and activator of transcription 2
**Tlr2**	17406279	toll-like receptor 2
**Tlr4**	17414836	toll-like receptor 4
**Tnf**	17344309	tumor necrosis factor
**Tnfsf10**	17396383	tumor necrosis factor (ligand) superfamily, member 10
**Tuba4a**	17224540	tubulin, alpha 4A
**Tymp**	-	-
**Vcan**	17294738	versican
**Xaf1**	17252341	XIAP associated factor 1
**Zpb1**	-	-

Supplementary Material

Supplementary Table 2. M2 gene list. Given are the gene symbols and where available the respective probe set IDs and gene descriptions as annotated by Affymetrix (GeneChip® Mouse Gene 2.1 ST Array).

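The M1 table gives 144 gene symbols, of which 124 are paired with a probe set, and the M2 table 141 symbols, of which 133 are. All 124 and all 133 probe sets were found on the arrays used here, and none is on both lists. The variation filter kept 77 of the M1-associated and 47 of the M2-associated probe sets, so that the others had no call. Among the M1 entries, 4 probe sets carry several gene symbols, and among the M2 entries 2.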

Gene Symbol	Probe Set ID	Gene Description
**Acaa2**	17351811	acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiolase)
**Actn1**	17282226	actinin, alpha 1
**Adk**	17297576	adenosine kinase
**Aldh1a2**	17519112	aldehyde dehydrogenase family 1, subfamily A2
**Alox15**	17265229	arachidonate 15-lipoxygenase
**Amz1**	17444137	archaelysin family metallopeptidase 1
**Anxa4**	17468551	annexin A4
**Aqp9**	17528644	aquaporin 9
**Arg1**	17239845	arginase, liver
**Atp5c1**	17381573	ATP synthase, H ⁺ transporting, mitochondrial F1 complex, gamma polypeptide 1
**Atp6v0a1**	17256473	ATPase, H ⁺ transporting, lysosomal V0 subunit A1
**Atp6v0d2**	17423577	ATPase, H ⁺ transporting, lysosomal V0 subunit D2
**Bcar3**	17402305	breast cancer anti-estrogen resistance 3
**Car2**	17396162	carbonic anhydrase 2
**Cbr1**	17327255	carbonyl reductase 1
**Ccl12**	17254059	chemokine (C-C motif) ligand 12
**Ccl13**	-	-
**Ccl17**	17504138	chemokine (C-C motif) ligand 17
**Ccl18**	-	-
**Ccl22**	17504122	chemokine (C-C motif) ligand 22
**Ccl23**	-	-
**Ccl24**	17453611	chemokine (C-C motif) ligand 24
**Ccna2**	17404821	cyclin A2
**Ccnb1**	17295757	cyclin B1
**Ccnd1**	17498502	cyclin D1

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Ccne1**	17489886	cyclin E1
**Cd163**	17462843	CD163 antigen
**Cd209a**	17507161	CD209a antigen
**Cd300ld**	17271724	CD300 molecule-like family member d
**Cd83**	17286905	CD83 antigen
**Cdh1**	17505148	cadherin 1
**Cerk**	17320143	ceramide kinase
**Ch25h**	17364111	cholesterol 25-hydroxylase
**Chia1**	17401465	chitinase, acidic 1
**Chil1**	17217399	chitinase-like 1
**Chil3**	17408897	chitinase-like 3
**Chil4**	17408911	chitinase-like 4
**Chn2**	17458692	chimerin 2
**Chst7**	17533535	carbohydrate (N-acetylglucosamino) sulfotransferase 7
**Cish**	17521300	cytokine inducible SH2-containing protein
**Clec10a**	17251978	C-type lectin domain family 10, member A
**Clec2i**	17463454	C-type lectin domain family 2, member i
**Clec4f**	17468209	C-type lectin domain family 4, member f
**Clec7a**	17471541	C-type lectin domain family 7, member a
**Ctsc**	17480018	cathepsin C
**Cxcl13**	17439367	chemokine (C-X-C motif) ligand 13
**Cxcr1**	17224251	chemokine (C-X-C motif) receptor 1
**Cxcr2**	17214142	chemokine (C-X-C motif) receptor 2
**Cxcr4**	17226593	chemokine (C-X-C motif) receptor 4
**Cyfp1**	17478549	cytoplasmic FMR1 interacting protein 1
**Dpysl2**	17307905	dihydropyrimidinase-like 2
**Egr2**	17233993	early growth response 2
**Eif4e**	17403138	eukaryotic translation initiation factor 4E
**Emp2**	17328062	epithelial membrane protein 2

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Esd**	17301932	esterase D/formylglutathione hydrolase
**Fcer2**	-	-
**Fgl2**	17435089	fibrinogen-like protein 2
**Flrt2**	17277788	fibronectin leucine rich transmembrane protein 2
**Fn1**	17224071	fibronectin 1
**Folr2**	17493949	folate receptor 2 (fetal)
**Gars**	17458771	glycyl-tRNA synthetase
**Gas7**	17251222	growth arrest specific 7
**Gnb4**	17404601	guanine nucleotide binding protein (G protein), beta 4
**Grn**	17256959	granulin
**Hexb**	17295278	hexosaminidase B
**Hnmt**	17382203	histamine N-methyltransferase
**Hrh1**	17461888	histamine receptor H1
**Hs3st1**	17447726	heparan sulfate (glucosamine) 3-O-sulfotransferase 1
**Hs3st2**	17482669	heparan sulfate (glucosamine) 3-O-sulfotransferase 2
**Hspa9**	17353554	heat shock protein 9
**Igf1**	17236288	insulin-like growth factor 1
**Il10**	17216990	interleukin 10
**Il1r2**	17212174	interleukin 1 receptor, type II
**Il1rn**	17367686	interleukin 1 receptor antagonist
**Il6st**	17289889	interleukin 6 signal transducer
**Irf4**	17286295	interferon regulatory factor 4
**Itgam**	17483577	integrin alpha M
**Klf4**	17425401	Kruppel-like factor 4 (gut)
**Krt1**	17322039	keratin 1
**Lipa**	17364114	lysosomal acid lipase A
**Lmna**	17406783	lamin A
**Lpar6**	17301886	lysophosphatidic acid receptor 6
**Lta4h**	17236531	leukotriene A4 hydrolase

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Maf**	17513289	avian musculoaponeurotic fibrosarcoma (v-maf) AS42 oncogene homolog
**Matk**	17235626	megakaryocyte-associated tyrosine kinase
**Mgl2**	17251959	macrophage galactose N-acetyl-galactosamine specific lectin 2
**Mmp12**	17514495	matrix metalloproteinase 12
**Mmp9**	17379606	matrix metalloproteinase 9
**Mrc1**	17367102	mannose receptor, C type 1
**Ms4a4a**	17357640	membrane-spanning 4-domains, subfamily A, member 4A
**Ms4a6a**	-	-
**Msrl**	17508850	macrophage scavenger receptor 1
**Myc**	17311846	myelocytomatosis oncogene
**Ncl**	17225153	nucleolin
**Ndufa4**	17464836	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4
**Olfm1**	17368646	olfactomedin 1
**Otub1**	17362261	OTU domain, ubiquitin aldehyde binding 1
**P2ry1**	17397957	purinergic receptor P2Y, G-protein coupled 1
**P2ry13**	17405478	purinergic receptor P2Y, G-protein coupled 13
**P2ry14**	17405463	purinergic receptor P2Y, G-protein coupled, 14
**Pdcd1lg2**	17358552	programmed cell death 1 ligand 2
**Pla2g7**	17337796	phospholipase A2, group VII (platelet-activating factor acetylhydrolase, plasma)
**Plk2**	17289794	polo-like kinase 2
**Pmp22**	17250839	peripheral myelin protein 22
**Ppt1**	17418101	palmitoyl-protein thioesterase 1
**Psap**	17233629	prosaposin
**Ptgs1**	17370302	prostaglandin-endoperoxide synthase 1
**Ptpla**	17381892	protein tyrosine phosphatase-like (proline instead of catalytic arginine), member a
**Retnla**	17326069	resistin like alpha
**Rgl1**	17228073	ral guanine nucleotide dissociation stimulator,-like 1

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Rhoj**	17276386	ras homolog gene family, member J
**Rpl4**	17518298	ribosomal protein L4
**Rps15**	17235292	ribosomal protein S15
**Rps23**	17289031	ribosomal protein S23
**Selenop**	-	-
**Serpinb6**	-	-
**Shmt2**	17245902	serine hydroxymethyltransferase 2 (mitochondrial)
**Sla**	17317637	src-like adaptor
**Slc38a6**	17276273	solute carrier family 38, member 6
**Slc4a7**	17297227	solute carrier family 4, sodium bicarbonate cotransporter, member 7
**Slco2b1**	17480590	solute carrier organic anion transporter family, member 2b1
**Socs1**	17328104	suppressor of cytokine signaling 1
**Socs2**	17244486	suppressor of cytokine signaling 2
**Socs6**	17355873	suppressor of cytokine signaling 6
**Tanc2**	17257405	tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 2
**Tcfec**	-	-
**Tfrc**	17324835	transferrin receptor
**Tgfb1**	17475342	transforming growth factor, beta 1
**Tgfb2**	17230830	transforming growth factor, beta 2
**Tgfb1**	17287827	transforming growth factor, beta induced
**Tgfb2**	17531987	transforming growth factor, beta receptor II
**Tgm2**	17393789	transglutaminase 2, C polypeptide
**Tiam1**	17331918	T cell lymphoma invasion and metastasis 1
**Tlr5**	17220432	toll-like receptor 5
**Tmem158**	17532485	transmembrane protein 158
**Tp52**	17440667	protein-tyrosine sulfotransferase 2
**Trem2**	17338416	triggering receptor expressed on myeloid cells 2
**Uba1**	17533604	ubiquitin-like modifier activating enzyme 1

Supplementary Material

Gene Symbol	Probe Set ID	Gene Description
**Ube2v1**	17394718	ubiquitin-conjugating enzyme E2 variant 1
**Vps35**	17511318	vacuolar protein sorting 35
**Vwf**	17463205	Von Willebrand factor homolog

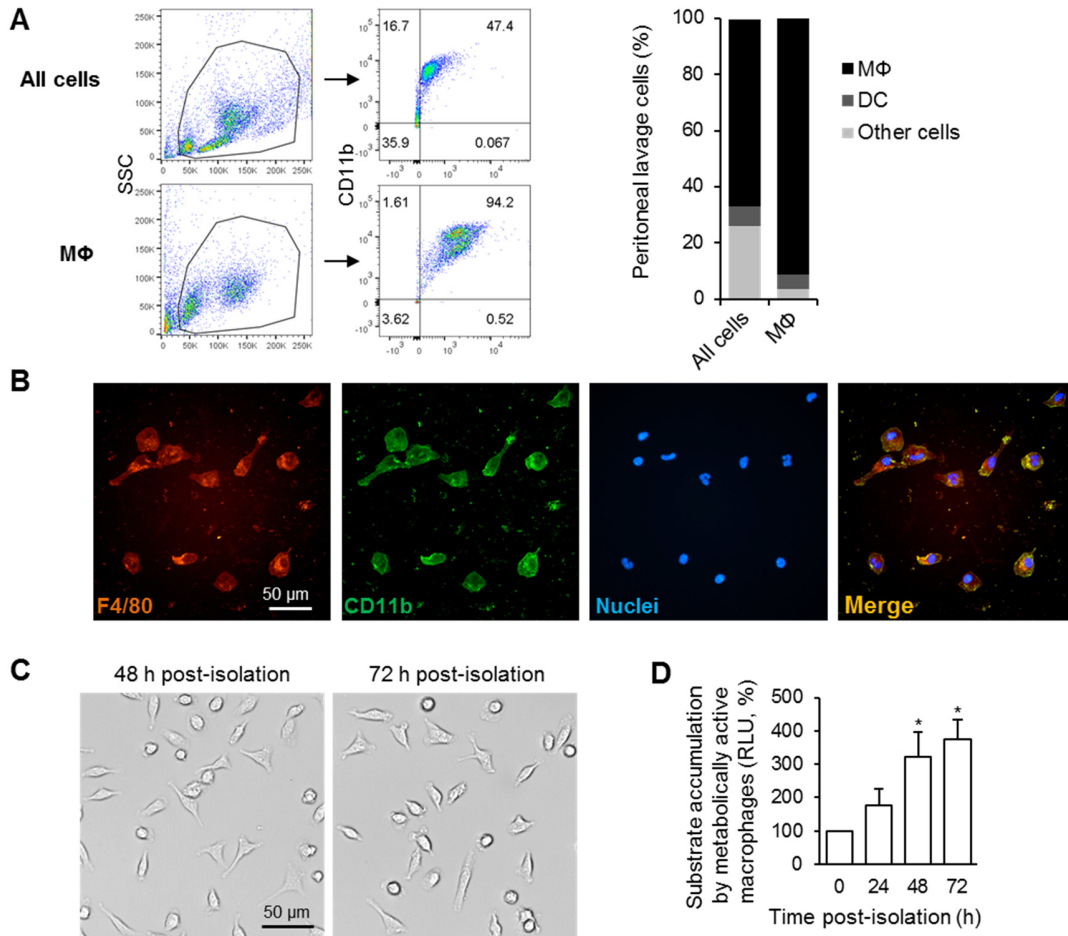

Figure S1 | Characterization of mouse peritoneal macrophages. Macrophages were isolated by adherence from peritoneal lavage cells of NMRI mice. **(A)** Phenotype of all peritoneal lavage cells and purified macrophages (MΦ) was assessed by flow cytometry on the day of isolation. Representative plots and graphs are shown (n = 5). CD11b⁺F4/80⁺ are regarded as macrophages (MΦ), CD11b⁺F4/80⁻ as dendritic cells (DC), and CD11b⁻F4/80⁺ represent other cell types (others cells). **(B)** Fluorescence microscopy of purified peritoneal macrophages, 48 h post-isolation, stained for CD11b (green) and F4/80 (red). Nuclei were counterstained with DAPI (blue). Original magnification 200x. **(C)** Microscopic analysis of macrophage morphology 48 and 72 h post-isolation. Original magnification 200x. **(D)** Metabolic activity of peritoneal macrophages was assessed by RealTime-Glo™ MT Cell Viability Assay at different time points post-isolation and is shown as mean ± SEM (n = 3, *p = 0.024 as analyzed by ANOVA followed by Dunnett's test).

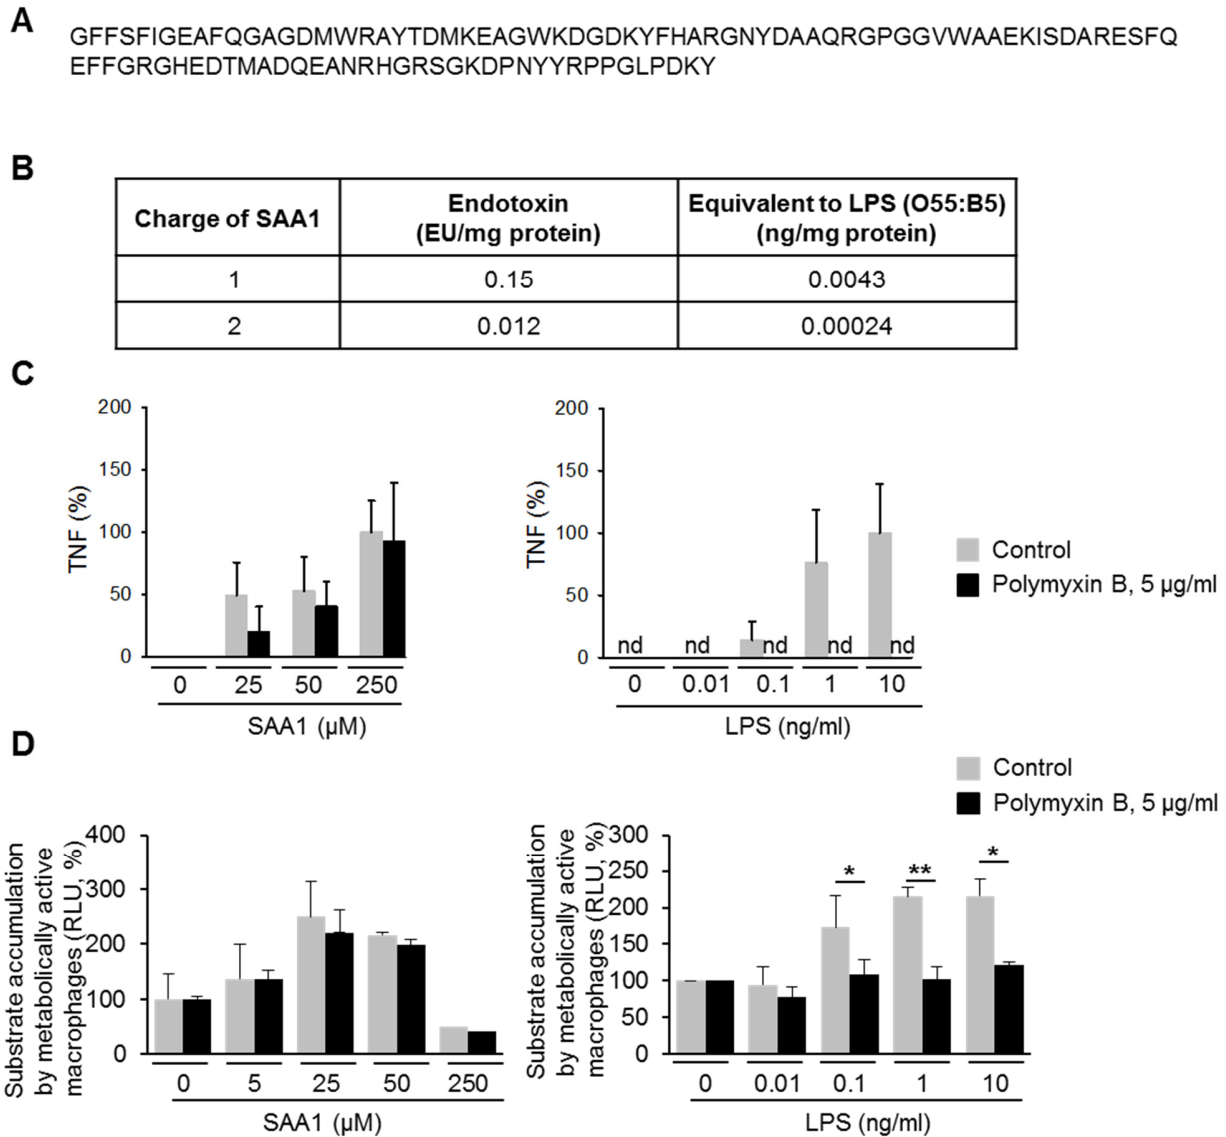

Figure S2 | Characterization of recombinant mouse SAA1. **(A)** Sequence of SAA1 (SAA1.1). **(B)** SAA1 contains negligible amounts of endotoxin as analyzed by EndoLISA® (Hyglos). **(C)** LPS at concentrations < 0.1 ng/ml does not activate mouse peritoneal macrophages and stimulation with SAA1 cannot be inhibited by polymyxin B, an antibiotic that binds and neutralizes LPS. Different to LPS, the SAA1 induced TNF- α release and metabolic activity cannot be inhibited by polymyxin B. Peritoneal macrophages were treated with SAA1 (left hand panel) or LPS (O55:B5) (right hand panel) in combination with 5 μ g/ml polymyxin B for 24 h. TNF- α secretion was assessed by ELISA. Where indicated, no signal was detected (nd) (LOD = 10 pg/ml); $n = 3$, mean $\pm$ SEM. Control – vehicle-treated cells. **(D)** Effects of SAA1 are not mediated by LPS. Metabolic activity was assessed by conversion of a luciferase substrate using RealTime-Glo™ MT Cell Viability Assay ($n = 3$, mean $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$ as analyzed by one-way ANOVA followed by Newman-Keuls test). Control – vehicle-treated cells.

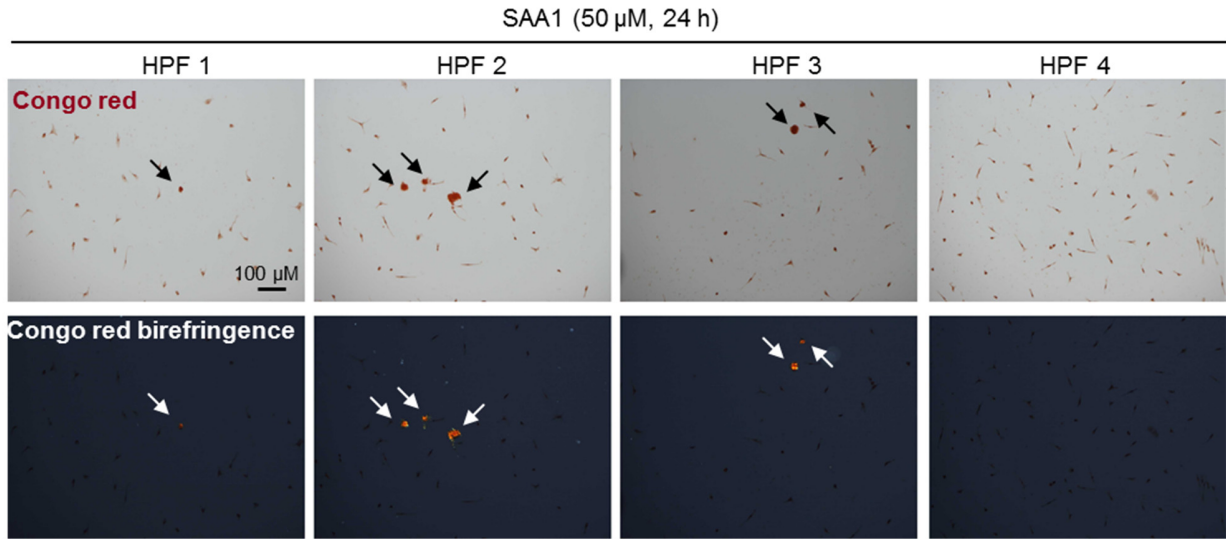

Figure S3 | SAA1-derived amyloid fibril formation by peritoneal macrophages. Additional high power field (HPF) images of peritoneal macrophages treated with 50 μ M SAA1 for 24 h. Cells were stained with Congo red and birefringence of amyloid structures was examined using polarized light microscopy. Upper panels show bright light images, lower panels show Congo red birefringence in polarized light.

Supplementary Material

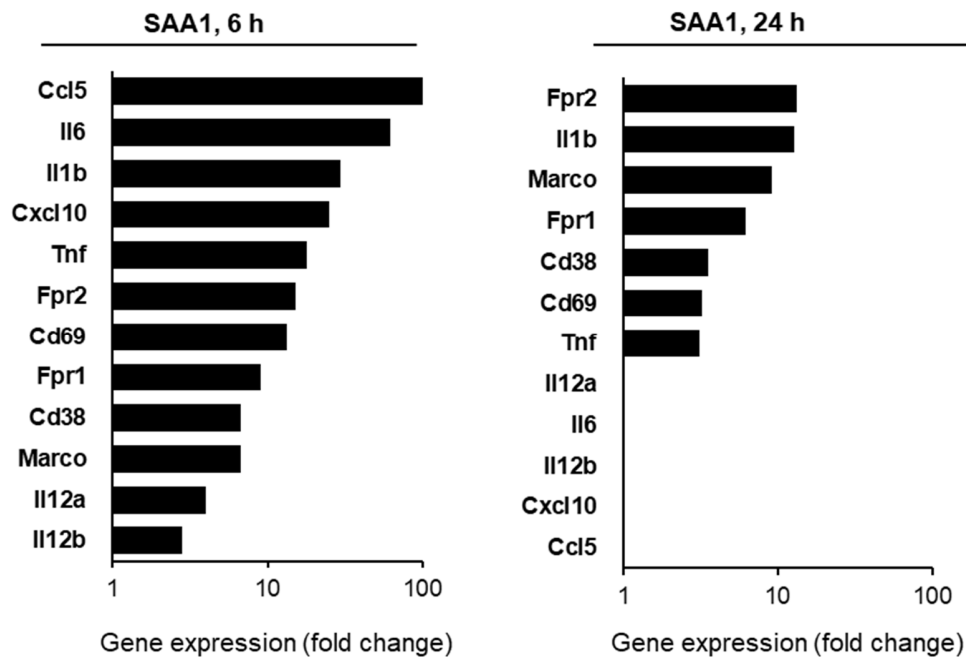

Figure S4 | Changes in selected gene expression induced by SAA1. Mouse peritoneal macrophages were treated with 50 μ M SAA1 or vehicle starting on day 2 post-isolation. After 6 and 24 h, cells were harvested and changes in gene expression were analyzed by the Mouse Gene 2.0 ST Array (Affymetrix). Gene expression levels in SAA1-treated macrophages at 6 and 24 h are given as fold change relative to those of control-treated cells. Gene symbols given on the left are sorted by highest upregulation at each time point. Geometric mean values were obtained from 3 biological replicates.

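At 6 h all 12 genes of the panel rose with SAA1, and at 24 h 8 did. Ccl5, a chemokine that attracts T cells and monocytes, had a mean log2 value of 5.98 ± 0.36 in control cultures and 12.60 ± 0.28 with SAA1 at 6 h, and of 6.12 ± 0.40 and 11.06 ± 0.58 at 24 h (SD, n = 3 each), a 98.2-fold and a 30.7-fold rise. Il6, which encodes a main inducer of the acute-phase response, rose at least 60.8-fold at 6 h, from 3.79 ± 0.18 to 9.71 ± 0.38, and was 1.6-fold higher at 24 h, where it did not reach the 2-fold threshold (adjusted p = 0.0338 from limma). Cxcl10, an interferon-inducible chemokine, rose 24.9-fold at 6 h and was 1.3-fold higher at 24 h (adjusted p = 0.389). Tnf rose 17.9-fold and 2.6-fold. Marco, from 10.80 ± 0.69 to 13.52 ± 0.12 at 6 h and from 10.32 ± 0.40 to 13.53 ± 0.05 at 24 h (SD, n = 3 each), rose 6.5-fold and 9.3-fold. Its values with SAA1 lie near the top of the signal range, so that these folds may be compressed. The formyl peptide receptor genes Fpr2 (15.2-fold and 13.2-fold) and Fpr1 (8.8-fold and 6.1-fold), the ectoenzyme gene Cd38 (6.5-fold and 3.5-fold) and Cd69, an early activation marker (13.3-fold and 3.2-fold), rose at both times. By flow cytometry after 24 h, a measure of protein, the paper found MARCO raised by SAA1 but not CD38. The interleukin-12 subunit genes Il12a and Il12b rose 4.0-fold and 2.8-fold at 6 h and had values of 1.2-fold and 1.0-fold at 24 h (adjusted p = 0.221 and 0.945). By quantitative PCR, the paper names Il12a as the exception in this panel that was not upregulated. The control means of Il6, Cxcl10, Cd69, Il12a and Il12b lie under the array median and are not known to be above background, so that their folds are lower bounds. Every SAA1 array lay above every control array for each gene at each time, except for Il12b at 24 h (exact permutation test, two-sided p = 0.1, and 1.0 for Il12b at 24 h).

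**Figure D3:**
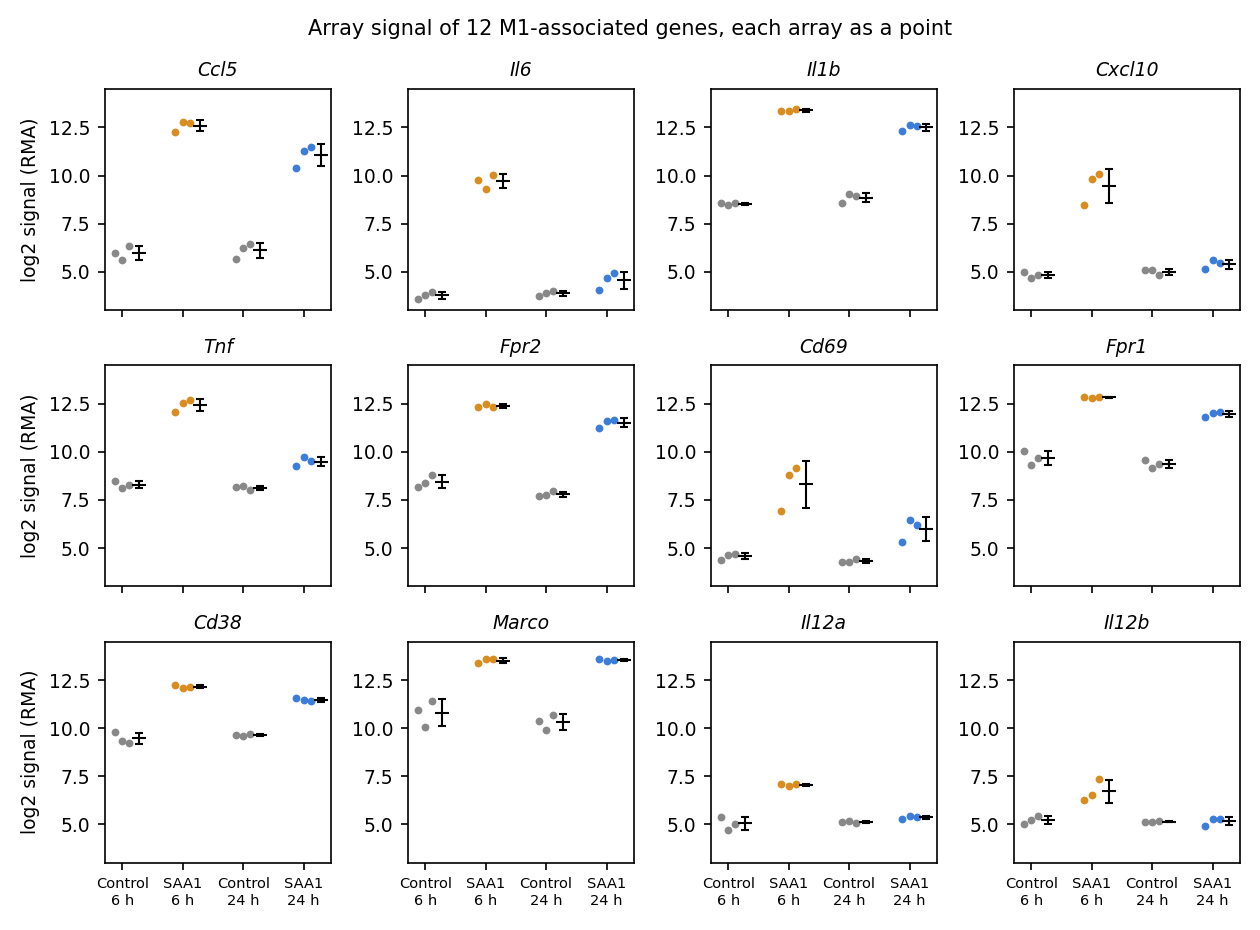
Log2 RMA signal of the 12 genes on each array (points) in control (grey) and SAA1-treated cultures at 6 h (orange) and 24 h (blue), with the mean and SD of each group of 3 (bars). Ccl5 has a mean of 12.60 with SAA1 at 6 h and 11.06 at 24 h, while Il6 has 9.71 at 6 h and lies near the controls at 24 h.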

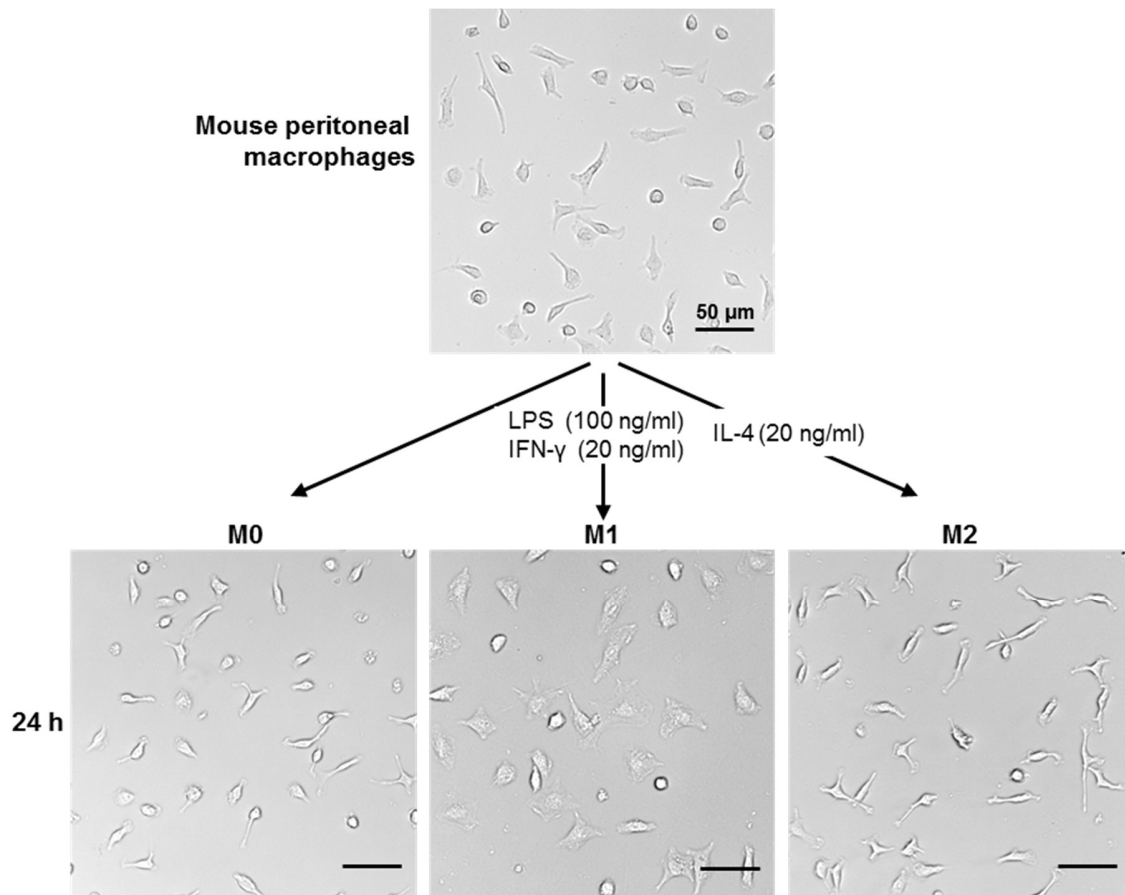

Figure S5 | Scheme of peritoneal macrophage polarization and subset morphology. Murine peritoneal macrophages were polarized towards M1 and M2 subsets or left unpolarized (M0). Microscopic images were taken before and 24 h after polarization (scale bar 50 µm).

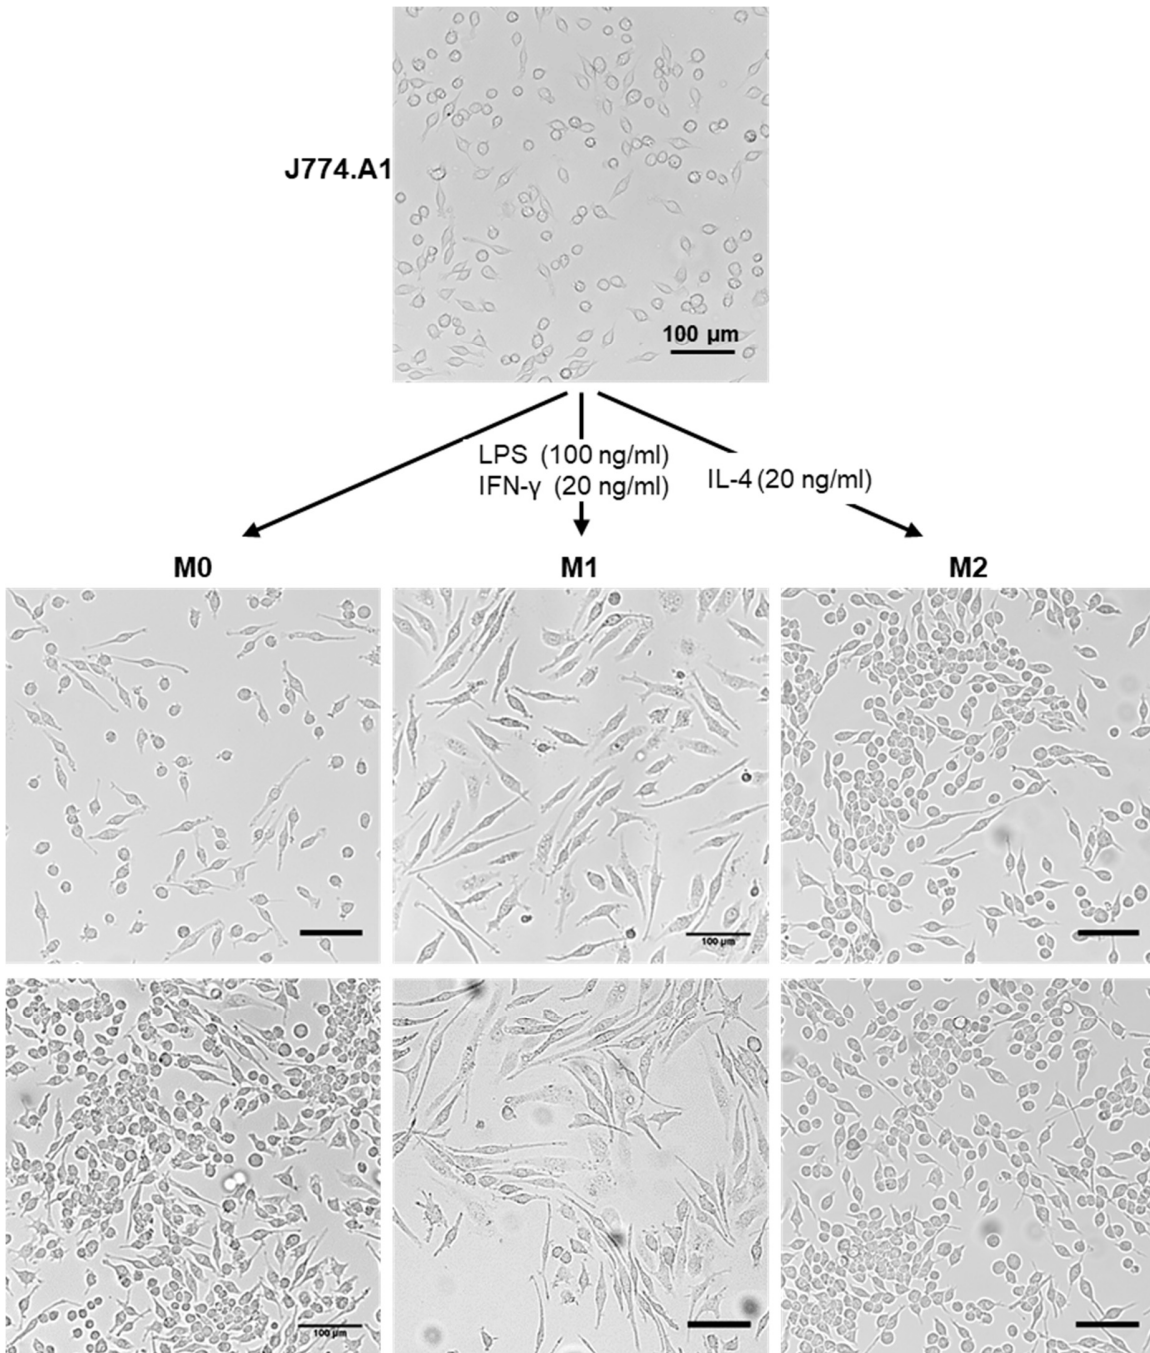

Figure S6 | Scheme of J774A.1 macrophage polarization and subset morphology. J774A.1 macrophages were polarized towards M1 and M2 subsets or left unpolarized (M0). Microscopic images were taken before and 24 h or 48 h after polarization (scale bar 100 μm).

References

1. Kalagara R, Gao, W, Glenn, HL, Ziegler, C, Belmont, L, Meldrum, DR. Identification of stable reference genes for lipopolysaccharide-stimulated macrophage gene expression studies. *Biol Methods Protoc* (2016) 1, 1-8. doi:10.1093/biomethods/bpw005.
2. Giulietti A, Overbergh, L, Valckx, D, Decallonne, B, Bouillon, R, Mathieu, C. An overview of real-time quantitative PCR: applications to quantify cytokine gene expression. *Methods* (2001) 25, 386-401. doi:10.1006/meth.2001.1261.
3. Ghassabeh GH, De Baetselier, P, Brys, L, Noël, W, Van Ginderachter, JA, Meerschaut, S, et al. Identification of a common gene signature for type II cytokine-associated myeloid cells elicited *in vivo* in different pathologic conditions. *Blood* (2006) 108, 575-83. doi:10.1182/blood-2005-04-1485.
4. Jablonski KA, Amici, SA, Webb, LM, Ruiz-Rosado, JDD, Popovich, PG, Partida-Sanchez, S, et al. Novel markers to delineate murine M1 and M2 macrophages. *PLoS ONE* (2015) 10, 5-11. doi:10.1371/journal.pone.0145342.
5. Mantovani A, Sica, A, Sozzani, S, Allavena, P, Vecchi, A, Locati, M. The chemokine system in diverse forms of macrophage activation and polarization. *Trends Immunol* (2004) 25, 677-86. doi:10.1016/j.it.2004.09.015.
6. Martinez FO, Gordon, S, Locati, M, Mantovani, A. Transcriptional profiling of the human monocyte-to-macrophage differentiation and polarization: new molecules and patterns of gene expression. *J Immunol* (2006) 177, 7303-11. doi:10.4049/jimmunol.177.10.7303.
7. Martinez FO, Helming, L, Milde, R, Varin, A, Melgert, BN, Draijer, C, et al. Genetic programs expressed in resting and IL-4 alternatively activated mouse and human macrophages: similarities and differences. *Blood* (2013) 121, e57-69. doi:10.1182/blood-2012-06-436212.
8. Murray PJ, Wynn, TA. Protective and pathogenic functions of macrophage subsets. *Nat Rev Immunol* (2011) 11, 723-37. doi:10.1038/nri3073.
9. Martinez FO, Gordon, S. The M1 and M2 paradigm of macrophage activation: time for reassessment. *F1000Prime Rep* (2014) 6, 13. doi:10.12703/P6-13.

How the deposited data were processed for this re-analysis (not part of the article)

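RNA from resting peritoneal macrophages of NMRI mice, treated with SAA1 or vehicle for 6 or 24 h, was hybridised to 12 Affymetrix Mouse Gene 2.0 ST arrays, 3 in each of 4 groups. The authors made the values: scanner images were processed with Affymetrix Expression Console and BRB-ArrayTools, and background correction, normalization and summary per probe set were done by RMA, with a log2 value per probe set in the deposited table. Versions of these tools are not given in the sources used here. Scanner files were not used here, so that signal over background is unknown, and the number of arrays limits the precision. Each column of the deposited table was tied to its group and replicate number by its label; all 12 columns were used.

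Gene symbols came from the platform annotation, updated through gene identifiers of the mouse assembly GRCm38.p6, and from the study's supplementary tables. For a gene on a list, the probe set named in the supplementary tables was used, or else the one with a single symbol and the highest mean over all arrays. No coordinates are given.

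The main comparisons were SAA1 minus control at 6 h and at 24 h, the difference between these effects, and control cultures at 24 h against 6 h. They were computed with limma 3.58.1 (lmFit, and eBayes with an intensity trend, the spread estimated over all probe sets) in R 4.3.3, on the deposited log2 values with no further scaling. The variation filter and the thresholds of the methods were applied. Shifts of the M1 and M2 lists and of 33 gene lists were tested with limma's camera (preset correlation 0.01, and an estimated correlation) and fry, adjusted by Benjamini-Hochberg over the 6 tests of the M1 and M2 lists and over the 99 tests of the gene lists. Python 3.11.15 with pandas 2.3.3 was used for tables and matplotlib 3.10.9 for figures.

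The design, the thresholds, the gene lists, the alternatives and the rule for named genes were set before the data were examined, although the values in the paper's figures and tables had been seen. Named genes are those the paper names in connection with expression, the 10 largest rises and falls at each time and the 5 largest in the other comparisons (called, with 1 symbol, predicted genes passed over; at 6 h and 24 h also without overlap between groups), up to 2 called members per list and direction, and the 5 largest changes of the M1 and M2 lists. Genes outside this rule are named where few genes make up a count.

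The steps were tested on simulated data for the 6 h comparison, in which 100 probe sets were changed by log2 1.5 and 100 by log2 3. Of 2511 probe sets kept by the filter, 98 and 99 of the changed ones were recovered and 38 unchanged ones were called. Unchanged ones thus made up a larger share of the calls than the limit of 0.1 on the adjusted p. In the 24 h comparison of these data, which held no change, 9 were called. Without the variation filter 94 and 99 were recovered and 6 unchanged ones called, and by the methods' t-test 92, 98 and 8. Neither of these 2 gave a call at 24 h. Of 200 simulated lists of 30 members without a shift, 6 had p under 0.05 with the preset correlation, 4 with an estimated one and 9 with fry. The simulated probe sets varied independently of each other, so that lists whose members move together were not tested. In the real data the estimated correlation was 0.63 for the type I interferon list.

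Alternatives were no variation filter, the filter over the 6 arrays of a comparison, removal of the 40% dimmest probe sets, only probe sets with a symbol, no intensity trend, the methods' t-test, only the arrays of the comparison, the replicate number as a block, quantile normalization, median centring, no minimum fold with adjusted p under 0.05, the M1 list without interferon-stimulated genes, and each array left out in turn.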

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

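The weighing of scaling, related sequences, other cell types, interferon beta, the cell cycle and macrophage share, and the splits of all 12 arrays, were chosen after the results were seen; the other splits were set earlier.

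The effect of SAA1 differed between 24 h and 6 h for 798 probe sets, by a test of the difference itself. Among M1-associated probe sets the log2 difference, 24 h minus 6 h, passed the test with a negative sign for 37 and a positive sign for 4, of which St6gal1 and Arhgap24 had the larger change at 6 h. The median log2 difference between the effects was -0.87 for NF-κB subunits and regulators (adjusted p = 8.8e-14 from camera, and 0.00656 with an estimated correlation) and -0.76 for chemokines (adjusted p = 1.6e-09, and 0.0441 with an estimated correlation). Log2 differences of named genes were -5.24 for Il6, -4.81 for Cxcl3, -4.41 for Ptgs2, -4.25 for Cxcl10, -4.03 for Ifi205, -2.79 for Tnf, -2.09 for Nlrp3, -1.78 for Nos2, -1.76 for Il12a, -1.68 for Ccl5, -1.46 for Il12b and -1.20 for Il1b. Cd69 had -2.06, a call lost without the variation filter (adjusted p = 0.122) and by the methods' t-test (adjusted p = 0.104). Positive differences were those of Nxpe5 (3.23), Fabp5 (2.81), Hpgds (2.60), Cxcr4 (2.42), Kcnn3 (2.26) and Mrc1 (1.35); Fabp5, Hpgds and Cxcr4 fell at 6 h, and Kcnn3 rose at 24 h.

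Among 100 splits that reassign the times within each treatment, 9, the real one included, gave a count as large as 798, the highest other being 1285, so chance is not excluded by this test. Of the other splits, 9 left the times of the SAA1 arrays as they are, and these gave 735 to 1285, with 8 as large as the real count; the highest of the 90 that mixed them was 220. The large counts thus follow a structure of the samples, the difference between SAA1 arrays of the 2 times. Of 100 splits of all 12 arrays, 9 were as large, with a highest other of 2080. These splits mix SAA1 and control arrays, so that the effect of SAA1 itself can enter their counts. They therefore cannot decide whether the 798 arose by chance. For the other comparisons the 10 splits are too few for a share under 0.05, and 1 of 10, the real one, was as large: 1630 probe sets at 6 h (highest other 264), 912 at 24 h (highest other 1), 64 M1-associated probe sets higher at 6 h and 45 at 24 h (highest other 0 in each).

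Between groups the paper does not compare, 105 probe sets changed between control cultures at 24 h and 6 h (highest of the other splits 21, 1 of 10 as large), a fragile count: it was 44 to 186 with 1 array left out and 0 by the methods' t-test, and 14 of the 105 have a single symbol. Of the gene lists tested here and not tested as lists in the paper, acute-phase genes had a median log2 fold change of 0.40 at 6 h, interferon-gamma-type GTPases of 2.73 at 6 h and 1.18 at 24 h, lysosomal hydrolases of -0.58 at 6 h and genes of small peritoneal macrophages of -0.24 at 24 h (adjusted p = 0.0213, and 0.293 with an estimated correlation). This last median was -0.07 without SAA1 24 h replicate 1 (adjusted p = 0.061) and -0.11 without control 24 h replicate 3 (adjusted p = 0.0617), and the call was also lost with only the arrays of the comparison (adjusted p = 0.0671).

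Type I interferon-stimulated genes had medians of 2.92 at 6 h and 1.69 at 24 h. Under 2 other scalings the lowest median was 1.68. The arrays had been normalized, with medians of 5.548 to 5.629, so that these scalings could move the values only little. This test therefore cannot decide on scaling between arrays. All 9 members without close family members on the array rose at 6 h, which argues against signal shared between related sequences for these 9. They were picked after 31 of the 33 members were known to rise, so that the test could hardly have come out otherwise. For the other members it cannot decide. The highest median among marker lists of other cell types was 0.21, that of mast cells, which argues against a larger share of such cells. Whether other cells present raised these genes themselves cannot be told from marker lists. The mast cell median was 0.40 without SAA1 6 h replicate 2 (adjusted p = 0.0296) and 0.43 without control 6 h replicate 3 (adjusted p = 0.0449), where the list passed, and both are far below 2.92. Interferon beta transcribed at the times sampled is left open, since Ifnb1 had a log2 fold change of -0.32 at 6 h near the low end of the signal range, and a peak before 6 h was not sampled. An interferon response to SAA1 stays open as an explanation, although the paper observed no IRF induction by SAA1 in a reporter cell line after 24 h and excluded endotoxin by its own assays, neither of which the arrays can test.

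Mki67, a marker of proliferating cells, rose by 4.06 on the log2 scale at 6 h and 2.16 at 24 h. The other 29 cell cycle genes had a median of -0.16 at 6 h and a highest value of 0.69, which argues against cell cycle entry as the cause. The lowest value of Mki67 under the same 2 scalings was 2.14. Since these scalings move values little on normalized arrays, this cannot decide on scaling. Mki67 has 1 probe set in the table, so that another transcript at that probe set cannot be told apart from Mki67 itself. A rise of Mki67 without the cell cycle is a hypothesis that these arrays leave open.

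Genes of large peritoneal macrophages had a median of -0.23 at 24 h, with 6 members lower and 3, Selp, Timd4 and F10, higher (adjusted p = 0.034, 0.218 with an estimated correlation, and 0.0572 with the replicate block). A lower share of macrophages alone would lower all of them, but 3 members rose at 24 h (F10 had a log2 fold change of 1.00 without SAA1 24 h replicate 3 and then lost its call), and Adgre1, a macrophage surface marker on the same list, had a log2 fold change of 0.69. Genes that SAA1 raises in the remaining cells could hide a lower share, so that these values cannot exclude it as a part of the change. All 6 lower members kept their calls under the 2 other scalings, which move values little, so that this cannot decide on scaling for these genes. The shift of the list lost its call under quantile normalization (adjusted p = 0.0621, median -0.26) and stays open. Loss of part of the resident program may be an effect of SAA1, a hypothesis found and examined on the same arrays.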

How the results depend on the processing

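No called result was reversed, though values without a call changed sign (Arg1 at 24 h, 0.40, from -0.13 to 0.73), as did the median of the scavenger receptor list for the difference (-0.07, and 0.02 under quantile normalization). Except for those named next, counts stayed within 1.5 times and the M1 and M2 list shifts on the same side of 0.05: 1249 to 2413 probe sets at 6 h, 692 to 969 at 24 h, 593 to 896 for the difference, 65 to 75 M1- and 26 to 36 M2-associated probe sets at 6 h, 43 to 61 and 23 to 33 at 24 h, and Fisher p-values of 5.8e-15 to 8.1e-13 and 5.5e-11 to 1.9e-08. Without a minimum fold, at an adjusted p under 0.05, 1867 probe sets changed at 24 h, 1475 at both times and 1454 between the effects, since small changes then count. The M2 list shift had adjusted p = 0.00422 at 6 h and 0.00422 at 24 h under fry (range over alternatives 0.00422 to 0.934 and 0.00422 to 0.383), which tests another hypothesis than camera. The 105 probe sets changed between control cultures became 34 without the variation filter, 166 with the filter over the arrays of the comparison, 64 without the dimmest probe sets, 14 with only named probe sets, which are fewer, and 0 by the methods' t-test, against 941 at an unadjusted p under 0.05 in limma; the cause was not tested. Leaving out 1 array gave 44 to 186, the lowest without control 24 h replicate 1 and the highest without control 6 h replicate 2. Of 101 gene list results, 39 lost their call with an estimated correlation, 10 without the dimmest probe sets and 4 under quantile normalization, 15 gained one and 1 lost it under fry, and leaving out 1 array lost 24 and gained 11 calls in all; of 323 results for named genes, 12 lost it by the methods' t-test. With the replicate number as a block (replicate block), 1645 probe sets changed at 6 h, 921 at 24 h, 885 for the difference and 157 between control cultures. The numbers are not a stated pairing. Same-number arrays correlated at -0.05 to 0.43, with 12 of 18 pairs over 0.1. Their median was 0.22, against -0.13 for arrays with different numbers, and 11 of 12 arrays correlated best with an array of their own number. The main fit leaves spread between replicate numbers in its error. Without scanner files, signal over background is unknown; with the 40% dimmest probe sets removed, 1765 probe sets changed at either time.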

Differences from the paper's values

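No count set beside a value the paper states differed from it by over 1.5 times in the main comparisons. A fold was taken to differ only where its log2 gap also exceeded the larger replicate SD of the groups compared. By that rule no fold differed.

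For the panel of Supplementary Figure S4, the directions match at 6 h for all 12 genes, and at 24 h for the 7 genes shown there as higher. By quantitative PCR, another measure, the paper names Il12a as the exception that was not upregulated, whereas its array signal rose 4.0-fold at 6 h. Ccl5 at 24 h differs: Figures 2C and S4 do not show it among the genes raised at that time, whereas on the deposited values it rose 30.7-fold (log2 fold change 4.94, standard error 0.29, adjusted p = 1.8e-07), with every SAA1 array above every control array, and it was called under every alternative run. Figure 2D shows Ccl24 among the genes lowered at 6 h; here its log2 fold change was -0.45 (adjusted p = 0.0742; range -0.58 to -0.20 over the alternatives), and it was called under no alternative, while at 24 h it fell as shown (-1.13).

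The paper states that no change of Saa genes was detected. At the paper's thresholds none passed here either, but Saa3 was at least 1.73-fold higher at 24 h (adjusted p = 1.3e-05 over all probe sets), a lower bound because it was the brightest probe set on every SAA1 array.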

Other observations

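Genes of arginine and nitric oxide metabolism rose at 6 h, 4 of 10 (5 when adjusted over the list alone), and none passed at 24 h; the 4 were Slc7a2, Gch1, Nos2 and Ass1, the last chosen after its values were seen. Slc7a2, an arginine transporter, rose by 2.52 on the log2 scale at 6 h (standard error 0.11), Gch1, which makes a cofactor of nitric oxide synthase, by 1.76 (standard error 0.12) and the inducible nitric oxide synthase gene Nos2 by 1.61 (standard error 0.23, adjusted p = 5.4e-05 from limma), with a value of -0.17 at 24 h (adjusted p = 0.612). The list had an adjusted p of 0.00536 at 6 h, and 0.0842 with an estimated correlation. The paper measured NOS2 protein and nitric oxide after 24 h and found neither increased by SAA1. Of 17 inflammasome genes, 6 rose and 1 fell at 6 h and 2, Il1b and Mefv, rose at 24 h. Nlrp3 rose by 3.00 (standard error 0.09) at 6 h, with 0.91 at 24 h, and Mefv, which encodes pyrin, by 3.47 and 2.67; Nek7, a partner of NLRP3, had -1.46 at 6 h (adjusted p of the list 0.00142 and 0.00253, and 0.0904 and 0.108 with an estimated correlation). Of 11 NRF2 target genes, the cystine transporter gene Slc7a11 (3.56) and Gsr (1.39) rose at 6 h. Among 12 receptors named for SAA, 4 rose at 6 h (Fpr2, Fpr1, Tlr1 and Cd14, the last 2 chosen after their values were seen), and the first 3 rose and 1, the scavenger receptor gene Cd36 (-1.46), fell at 24 h. Tlr2 had 0.80 and 0.76 and Tlr4 0.79 and 0.66, under 2-fold. Slc2a1, the main glucose transporter gene, rose 2.15-fold at 6 h. Of 13 lysosomal proteases, the cathepsins and legumain, 3 fell at 6 h, the legumain gene Lgmn (-1.38) and the cathepsin genes Ctse (-1.27) and Ctsl (2.15-fold lower), and Ctse fell at 24 h (-3.44). The 6 h call of Ctse is lost without SAA1 6 h replicate 1 (-0.83) and by the methods' t-test, and that of Ctsl without SAA1 6 h replicate 2 (-0.96) or control 6 h replicate 1 (-0.94). Ctsb had -0.21 and -0.25 and was not kept by the filter.

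Among genes of large peritoneal macrophages, the transcription factor gene Gata6, named after its values were seen, fell at both times (-1.49 and -1.34, standard error 0.12 each), as did Vsig4, a complement receptor gene (-1.14 and -2.56), while Timd4, a receptor for phosphatidylserine, rose (3.21 and 1.76). Apoe fell at 6 h (-1.83) and Apoc1 at 24 h (-2.47), and of 17 purinergic and lipid receptors 3 rose and 5 fell at 6 h, and 4 rose and 5 fell at 24 h. Gpr18 (3.16 and 1.34) and Gpr84 (2.15 and 1.73) rose at both times, Ptafr at 6 h and P2ry13 and P2ry14 at 24 h, while Gpr183 (-2.89 and -1.84), Gpr34 (-1.61 and -2.44), P2ry1, S1pr1 and a probe set with several symbols fell at both; Ptafr, P2ry14, S1pr1 and that probe set were chosen after their values were seen. Among 7 lists of markers of other cell types the lowest adjusted p from camera was 0.144 at 6 h and 0.111 at 24 h, the latter for mesothelial and fibroblast markers, of which 13 of 14 lay below 0 at 24 h (adjusted p = 0.0039 without control 24 h replicate 1). Under fry, B cell markers had adjusted p = 1.3e-04 at 6 h and 0.00204 at 24 h, and eosinophil markers 0.00147 and 0.00769, towards lower values. The other marker lists did not pass under fry. Called members were Hdc, the histamine-making enzyme of the mast cell list, higher at 6 h (3.81, standard error 0.18), Cd22 of B cells (-1.65 and -1.23) and Mmp8 of neutrophils (-1.41 and -1.37) lower at both times, Siglecf of eosinophils (-1.40) and Itgax of dendritic cells (-1.06) lower at 24 h, S100a8 of neutrophils higher at 24 h, and Camp of neutrophils higher at 6 h (1.01, a call lost without SAA1 6 h replicate 2, with 0.94, and under other scalings). Of 10 MHC class II genes, the filter kept 3, and none passed at either time.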
